# Transcriptome Profiling and Physiological Studies Reveal a Major Role for Aromatic Amino Acids in Mercury Stress Tolerance in Rice Seedlings

**DOI:** 10.1371/journal.pone.0095163

**Published:** 2014-05-19

**Authors:** Yun-An Chen, Wen-Chang Chi, Ngoc Nam Trinh, Li-Yao Huang, Ying-Chih Chen, Kai-Teng Cheng, Tsai-Lien Huang, Chung-Yi Lin, Hao-Jen Huang

## Abstract

Mercury (Hg) is a serious environmental pollution threat to the planet. The accumulation of Hg in plants disrupts many cellular-level functions and inhibits growth and development, but the mechanism is not fully understood. To gain more insight into the cellular response to Hg, we performed a large-scale analysis of the rice transcriptome during Hg stress. Genes induced with short-term exposure represented functional categories of cell-wall formation, chemical detoxification, secondary metabolism, signal transduction and abiotic stress response. Moreover, Hg stress upregulated several genes involved in aromatic amino acids (Phe and Trp) and increased the level of free Phe and Trp content. Exogenous application of Phe and Trp to rice roots enhanced tolerance to Hg and effectively reduced Hg-induced production of reactive oxygen species. Hg induced calcium accumulation and activated mitogen-activated protein kinase. Further characterization of the Hg-responsive genes we identified may be helpful for better understanding the mechanisms of Hg in plants.

## Introduction

Mercury (Hg) is considered one of the most harmful metals in the environment. The Maximum Contaminant Level Goals for Hg by the US Environmental Protection Agency have been set at 2 parts per billion [1]. The environmental levels of Hg pollution detected worldwide can be significantly higher. Li et al. [2] reported that sediments from Balkyldak Lake were found to be heavily contaminated, with Hg concentrations in the surface layer reaching up to 1500 mg/kg in Kazakhstan.

At high concentrations, Hg is strongly phytotoxic to plant cells and can induce injury and physiological disorder [3]. Hg accumulates preferentially in roots of several plant species [4]. Therefore, most of the toxic effects are observed in roots. Relatively little is known about the molecular mode of action of Hg stress and the defense responses against it. Hg ions may have toxic reactions with sulfhydryl groups of biomolecules, disrupt cell structure, interfere with cell signaling pathways and displace essential elements. Mercury is detoxified by phytochelatins or their precursor, glutathione, both of which can bind Hg ions to sulfhydryl groups in plants [5]. Furthermore, Hg-induced oxidative damage in plants has been linked to excess production of reactive oxygen species (ROS), which may cause lipid peroxidation, enzyme inactivation and DNA and membrane damage [6]. More recently, suppression subtractive hybridization (SSH) and microarray analysis were used to analyze gene expression profiles of *Arabidopsis* and barley exposed to Hg [7], [8]. Heidenreich et al. [7] and Lopes et al. [8] found that Hg induced some common stress-responsive processes, such as ROS production and enhanced secondary metabolism.

Perception and transmission of stress signals are important aspects of the plant response to environment stress. Modulation in calcium level is sensed by calcium sensors, which trigger a signaling cascade and target the major stress-responsive genes or their transcription factors (TFs) [9]. Protein kinases are crucial in these signaling pathways and have been classified into 7 major phylogenetic groups [10]. By perceiving or sensing extracellular signals, receptor-like kinases (RLKs) activate the downstream signaling pathway by phosphorylating specific targets. RLKs play critical roles in plant development and the response to stress stimuli [11].

Rice (*Oryza sativa* L.) is one of the world’s most widely grown grain crops and also a model plant for molecular biology research. In our previous report, we found that excess Hg increased lipid peroxidation and time-dependently altered total glutathione content and enzymatic activity of antioxidants during Hg stress [6]. Here, we used whole-genome array to analyze the transcriptome response to Hg stress in rice roots. We reveal genes involved in aromatic amino acid, hormone biosynthesis and signaling pathways participating in the Hg stress response.

## Materials and Methods

### Plant Materials

Rice plants (*Oryza sativa* L. cv. TN-67) were grown essentially as described by Yeh et al. [12]. Six-day-old rice seedlings were exposed to 25 µM Hg for 1 to 24 h, and calcium accumulation, mitogen-activated protein kinase (MAPK) activity and microarray analysis of rice roots were as described in the following sections.

### Purification of Total RNA and Semi-quantitative RT-PCR

For microarray analysis and RT-PCR, root samples (100 mg) treated with 25 µM Hg for 1 to 24 h were harvested. Total RNA extraction involved use of the RNeasy Plant Mini kit (QIAGEN, Hilden, Germany) following the manufacturer’s instructions with some modifications. Semi-quantitative RT-PCR and quantitative RT-PCR (qRT-PCR) reactions were performed as previously described [13]. Relative quantification of specific mRNA levels was analyzed using the cycle threshold (Ct) (2^−ΔΔCt^) method [14]. The relative expression levels were normalized using *α-tubulin* (Os03g0726100) as the reference gene. Primer sequences are in Supporting Information (Table S1). Experiments were repeated at least twice and reproducibility was confirmed.

### Microarray Preparation, Data Analysis and Organization

Six-day-old rice seedlings were exposed to 25 µM Hg for short (1 and 3 h) or long (24 h) durations, then RNA was isolated from root tips to examine changes in global gene expression patterns. We pooled RNA isolated after the 2 short-term exposures to maximize gene discovery. RNA from water-treated (control) and Hg-treated roots was used with the Agilent Rice Oligo microarray (4×44 K, custom-made; Agilent Technologies, Palo Alto, CA, USA). RNA labeling and microarray hybridization involved 3 biological replicate samples. Microarray analysis was performed as previously described [15]. For statistical analysis, we excluded genes with signal intensities <100 in all experiments. A significance test with *t* test against zero involved use of GeneSpringGX11 (Agilent Technologies). The Benjamini-Hochberg false discovery rate (FDR) method was used to obtain corrected P values for multiple testing. The fold change for each probe after Hg treatment was calculated by the average of 3 biological replicates. We extracted genes upregulated by Hg by more than two-fold change in expression (FDR cut-off <0.05).

Descriptions of each Hg-responsive gene were annotated by use of the Rice Annotation Project Data Base (http://rapdb.lab.nig.ac.jp) and the TIGR Rice Genome Annotation Resource (http://rice.plantbiology.msu.edu/). In addition, Hg-responsive genes were classified into functional categories by AgriGO functional enrichment analysis [16]. Data on signaling, TF, rice genes encoding protein kinases, TF and transporters were obtained from the Rice Kinase Database (http://rkd.ucdavis.edu), the Database of Rice Transcription Factors (DRTF); http://drtf.cbi.pku.edu.cn/) and the TransportDB (http://www.membranetransport.org), respectively. The microarray data described in this study have been deposited in Gene Expression Omnibus and are accessible by the series accession number [GEO: GSE41719] (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE41719). Gene expression changes were depicted by use of MapMan v3.5.1 [17].

### Detection of Calcium and ROS in Rice Roots

Rice roots of 6-day-old seedlings were labeled with 10 µM Oregon Green 488 BAPTA-1 (Molecular Probes, Invitrogen, Carlsbad, CA) or 10 µM 5-(and-6)-chlormethyl-2’,7’-dichlordihydrofluorescein diacetate (CM-H_2_DCF-DA) for 30 min, then with 25 µM Hg for 1∼3 h. Fluorescence images were visualized by confocal microscopy (EZ-C1; Nikon, Tokyo, Japan) with the 488-nm laser line of an Ar laser (2-mW optical fiber output; 500 to 530 nm). Exposure times were equal for all samples.

### Immunoblot Analysis and in-gel Kinase Activity Assay

The proteins from soluble extracts (15 µg) were separated by 10% SDS-PAGE. Immunoblot and in-gel kinase activity analyses were as described [12]. All experiments were repeated at least twice.

### High-Performance Liquid Chromatography (HPLC) of Free Aromatic Amino Acids

Plant extracts were obtained by grinding 200 mg rice roots (shock-frozen in liquid nitrogen) for about 1 min in a mortar after the addition of 100 mg clean sand and 1 ml extraction solvent [50 mM sodium phosphate buffer (pH 6.5)–methanol (97∶3, v/v)]. The mixture was centrifuged for 1 min. The supernatant was filtered through a 0.45-µm filter. An amount of 20 to 50 µl of this clear solution was immediately injected for HPLC separation. The mobile phase used for isocratic elution was prepared by mixing methanol and 50 mM sodium phosphate (monobasic and dibasic) buffer (pH 6.5) in a ratio of 3∶97 (v/v). Before use, the mobile phase was filtered through a 0.45-µm filter and degassed by ultrasonication. The flow rate was 2.0 ml/min; column temperature, 30°C. Compounds were monitored at 215 nm with use of an UV absorbance detector and a Mightysil RP-18 column (150×4.6 mm, 5 µm; Kanto Chemical, Tokyo). Compounds in extracts were identified when the injection of reference compounds (available from Aldrich, Sigma) gave peaks with identical retention times and UV-VIS spectra.

## Results

### Microarray-based Expression Profiling

To begin elucidating the molecular basis of the rice response to Hg, we performed microarray assays with RNA extracted from roots treated with 25 µM Hg after short (pooled from 1- and 3-h treatments) and long (24 h) exposure. 

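The arrays were Agilent 4×44K rice oligonucleotide arrays with 2 dyes, on which RNA of Hg-treated roots, labeled with Cy5, was hybridized together with RNA of water-treated (control) roots, labeled with Cy3. Seedlings were 6 days old. Of the biological replicates, with 1 array each, 3 were of short-term exposure, with RNA of the 1-h and 3-h treatments pooled, and 3 were of long-term exposure of 24 h. The dyes were not swapped on any array, so a dye bias of a probe enters every ratio in the same direction. The paper gives the dose as 25 µM and the sample labels give 25 mM; the paper's dose is used here. Each array carried 45151 spots, of which 43734 were not controls. In the Hg channel, between 29106 and 34215 spots (median 31284) were well above background on the short-term arrays and between 33928 and 34927 (median 34436) on the long-term arrays. In the control channel the ranges were 28674 to 33846 (median 31752) and 33840 to 34265 (median 34250). The number of arrays, 3 per exposure, limits the precision.

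The authors deposited the scanner output of each array. The Agilent Feature Extraction software had subtracted background, removed spatial trends and normalized the dyes within each array by a linear and a lowess step. Its log10 ratio of Cy5 over Cy3 was turned into a log2 ratio of Hg over control. Outlier spots, between 72 and 1185 per array, were left out and the spots of each probe were averaged. Probes with signals under 100 in both channels on all 6 arrays were excluded after the paper's methods, which left 31325 of the 41908 probes that name a Rice Annotation Project (RAP) locus. They represent 21843 genes. A gene with several such probes, as was the case for 6111 genes, was represented by its brightest probe. The mean log2 ratio of each exposure was tested against 0 with limma in a single model of all 6 arrays. A gene was called up- or downregulated at a false discovery rate of 0.05 (Benjamini-Hochberg) and a mean change of at least 2-fold. Across genes, the log2 ratios of replicate arrays correlated with r between 0.912 and 0.918 at short-term exposure and between 0.885 and 0.927 at long-term exposure, and those of different exposures with r between 0.376 and 0.500; genes are not independent replicates. The short-term arrays lay on 2 slides and the long-term arrays on a slide of their own, so an effect of that slide alone cannot be told apart from long-term exposure.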

In our previous study [6], this 25 µM Hg level reduced root growth to about half the length with control treatment. Transcripts of 1,821 genes were responsive to Hg after short-term exposure and those of 1,482 genes were responsive after long-term exposure (Table S2).

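At short-term exposure, 2529 genes were upregulated and 1763 downregulated of 21816 tested. Long-term exposure gave 1962 upregulated and 1315 downregulated genes of 21842 tested (limma, Benjamini-Hochberg adjustment). The log2 ratios of the 3 arrays had the same sign for 4181 of the 4292 genes called at short-term exposure and for 3265 of the 3277 called at long-term exposure. The control channel or the Hg channel was not well above background on any array of the exposure for 197 of the upregulated and 83 of the downregulated genes at short-term exposure, and for 183 and 61 at long-term exposure, so that their fold change is not measured. The median log2 ratio of all genes tested was -0.13 at short-term and -0.06 at long-term exposure. Of the alternatives to the software's own ratio, normexp background correction with loess moved the balance of the calls most at long-term exposure. It gave 2085 upregulated and 442 downregulated genes at short-term exposure, or 82.5% upregulated in place of 58.9%, and 1402 and 532 at long-term exposure, or 72.5% in place of 59.9%. It raised the log2 ratios of the tested genes by a median of 0.15 and 0.07, respectively.

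In both exposures, 966 genes were upregulated and 383 were downregulated, and 170 genes were called in opposite directions. Of the 4531 genes called in a single exposure, 2655 also had a called difference between the exposures. This difference, tested as long-term minus short-term log2 ratio in the same model, was positive for 2010 genes and negative for 2211 of 21815 tested, at least 2-fold in size.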

We used AgriGO for GO category enrichment analysis of the 1,263 genes upregulated after short-term exposure and 821 upregulated after long-term exposure (Table 1 and Table S3) [18]. The most significantly enriched GO term was “macromolecule modification”. Other terms included “response to stress”, “transmembrane transport”, “phenylpropanoid metabolic process” and “hormone-mediated signaling pathway”. For molecular function, significant GO terms were “kinase activity” and “transcription factor activity”.

**Table 1:** Gene ontology (GO) analysis of 1,263 genes upregulated with Hg treatment.

GO ID	GO term	Queryitem	Backgrounditem	FDRp-value
	**Biological process**			
**Regulation of biological process**				
GO:0007165	signal transduction	15	106	7.40E-07
GO:0007242	intracellular signaling cascade	13	68	1.50E-07
GO:0009755	hormone-mediated signaling pathway	7	42	5.30E-04
**Cellular component organization**				
GO:0006996	organelle organization	6	28	4.00E-04
**Cellular process**				
*** cellular response to stimulus***				
GO:0070887	cellular response to chemical stimulus	8	43	7.70E-05
*** cellular localization***				
GO:0051649	establishment of localization in cell	5	21	9.30E-04
*** cell communication***				
GO:0007154	cell communication	8	106	3.40E-02
*** transmembrane transport***				
GO:0055085	transmembrane transport	11	12	4.30E-16
*** cellular metabolic process***				
GO:0034645	cellular macromolecule biosynthetic process	78	569	4.30E-31
GO:0009698	phenylpropanoid metabolic process	5	11	2.90E-05
GO:0046417	chorismate metabolic process	6	12	1.60E-06
**Metabolic process**				
*** primary metabolic process***				
GO:0006508	proteolysis	17	126	2.40E-07
*** secondary metabolic process***				
GO:0019748	secondary metabolic process	18	66	5.40E-13
*** macromolecule metabolic process***				
GO:0043412	macromolecule modification	76	265	1.40E-53
GO:0044036	cell wall macromolecule metabolicprocess	11	21	9.30E-12
GO:0016998	cell wall macromolecule catabolicprocess	5	21	9.30E-04
GO:0009059	macromolecule biosynthetic process	78	569	4.30E-31
GO:0009057	macromolecule catabolic process	17	174	2.00E-05
**Establishment of localization**				
*** establishment of protein localization***				
GO:0015031	protein transport	8	22	3.40E-07
*** transport***				
GO:0006811	ion transport	15	66	1.00E-09
GO:0006812	cation transport	14	65	8.80E-09
GO:0030001	metal ion transport	13	36	2.90E-11
**Localization**				
GO:0033036	macromolecule localization	12	22	4.60E-13
GO:0008104	protein localization	8	22	3.40E-07
**Response to stimulus**				
GO:0009725	response to hormone stimulus	9	105	9.00E-03
GO:0032870	cellular response to hormone stimulus	7	42	5.30E-04
GO:0009628	response to abiotic stimulus	7	41	4.60E-04
GO:0009607	response to biotic stimulus	13	39	9.20E-11
GO:0006950	response to stress	54	103	4.00E-55
GO:0006952	defense response	15	59	1.90E-10
GO:0042221	response to chemical stimulus	36	133	3.20E-25
GO:0010033	response to organic substance	12	106	1.20E-04
	**Molecular function**			
**Molecular transducer activity**				
GO:0004871	signal transducer activity	18	32	9.60E-20
**Transporter activity**				
*** substrate-specific transporter activity***				
GO:0022891	substrate-specific transmembrane transporter activity	14	79	1.20E-07
GO:0015075	ion transmembrane transporter activity	9	68	3.40E-04
GO:0008324	cation transmembrane transporter activity	7	62	5.90E-03
*** transmembrane transporter activity***				
GO:0016820	hydrolase activity, acting on acid anhydrides, catalyzing transmembrane movement of substances	7	17	8.60E-07
GO:0042626	ATPase activity, coupled to transmembrane movement of substances	7	17	8.60E-07
GO:0022804	active transmembrane transporter activity	18	56	2.00E-14
GO:0015291	secondary active transmembrane transporter activity	9	24	4.00E-08
GO:0015399	primary active transmembrane transporter activity	8	25	1.00E-06
**Antioxidant activity**				
GO:0004601	peroxidase activity	12	68	1.10E-06
**Transcription regulator activity**				
GO:0003700	transcription factor activity	40	116	1.70E-32
**Catalytic activity**				
*** oxidoreductase activity***				
GO:0004497	monooxygenase activity	23	47	3.30E-23
GO:0051213	dioxygenase activity	5	7	1.50E-06
*** transferase activity***				
GO:0004672	protein kinase activity	59	235	1.30E-38
GO:0004674	protein serine/threonine kinase activity	53	204	1.20E-35
GO:0004713	protein tyrosine kinase activity	8	109	3.80E-02
GO:0016301	kinase activity	67	261	3.10E-44
*** hydrolase activity***				
GO:0004568	chitinase activity	7	21	4.00E-06
	**Cellular component**			
**Macromolecular complex**				
GO:0043234	protein complex	19	133	6.60E-08
GO:0008287	protein serine/threonine phosphatasecomplex	5	14	2.40E-04

FDR, false discovery rate.

These findings were supported by more specific comparison of metabolism by use of MapMan [19]. During short-term exposure, the largest family of related enzymes that responded to Hg included cytochrome P450 and glutathione-S-transferase (Figure 1A). 

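MapMan, which sorts transcripts into functional bins, was not run again. In its place, gene descriptions of Table S2 were searched for enzyme names; the copy of the table used here holds all 1821 short-term genes and the first 169 of the upregulated long-term genes. No set test was run on this list, which the study had drawn from the same arrays. Descriptions of 23 upregulated short-term genes named cytochrome P450. All 23 were called upregulated here, with log2 ratios from 1.20 to 6.11 and a median of 2.81. Glutathione-S-transferases were named in 14 descriptions and all 14 were called, with log2 ratios from 1.20 to 6.26 and a median of 2.44. UDP-glycosyltransferases were named in 16 descriptions, more than glutathione-S-transferases, and 15 of them were called. Peroxidases were named in 12, all called. Among the downregulated genes of the list were 3 cytochrome P450 genes, 7 UDP-glycosyltransferases and 11 peroxidases, 10 of which were called here. At long-term exposure, 13 of the 23 cytochrome P450 genes and 7 of the 14 glutathione-S-transferases were also upregulated, with median log2 ratios of 1.49 and 1.01 over the whole lists.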

Hg stress upregulated secondary metabolism-related genes, which participate substantially in synthesis of phenylpropanoid, lignin and lignans, simple phenols, and flavonoids (Figure 1B). 

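Among the upregulated short-term genes of Table S2, 7 descriptions named an enzyme of phenylpropanoid or lignin synthesis. Their log2 ratios at short-term exposure lay between 0.65 and 3.84 with a median of 2.48, and 6 of them were called upregulated (limma, Benjamini-Hochberg adjustment). At long-term exposure 2 of the 7 were upregulated, and the median was 0.38. Flavonoid enzymes were named in 4 descriptions. A pair of them was upregulated, with log2 ratios of 1.17 and 5.61, and the other pair was downregulated, at -1.24 and -1.16. The single gene whose description matched the search for simple phenols was downregulated, with a log2 ratio of -1.18.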

RT-PCR validated the microarray findings (Figure S1 in File S1).

**Figure 1:**
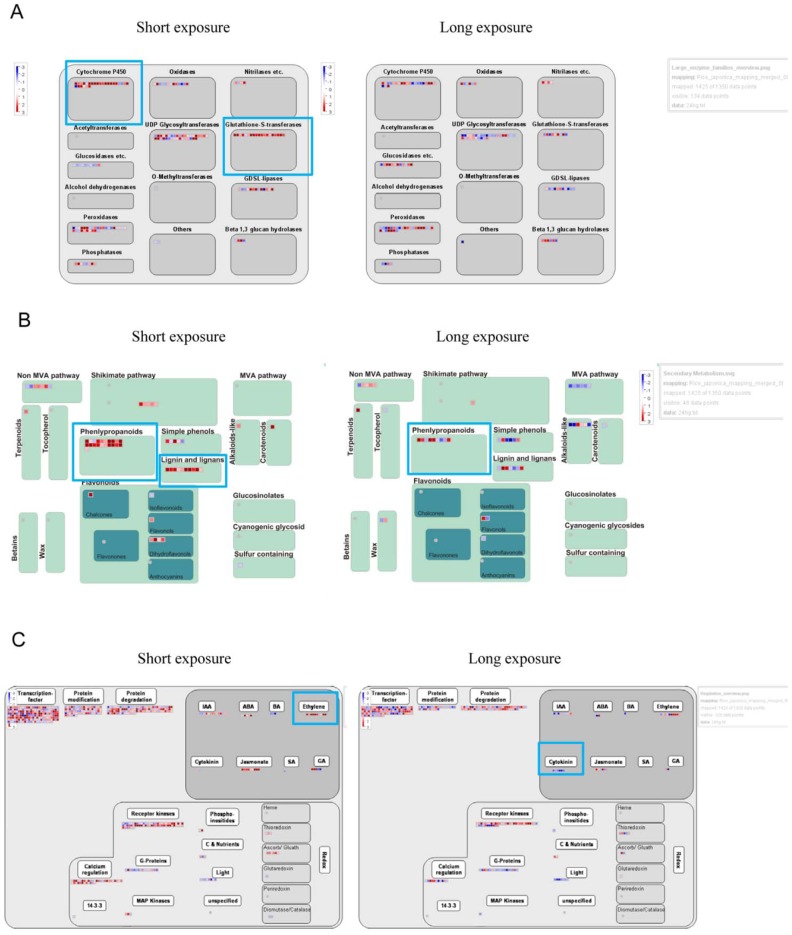
Large enzyme family, secondary metabolism and phytohormone genes were up- or downregulated with Hg stress. MapMan was used to visualize large enzyme family (A), secondary metabolism (B), and phytohormone (C) genes up- or downregulated with short- or long-term 25-µM Hg treatment. Each BIN or subBIN is represented as a block, with each transcript displayed as a square in red for transcripts upregulated or blue for transcripts downregulated.

### Polysaccharide and Cell-wall Metabolism Genes Regulated by Hg Stress

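Cell wall-related genes were taken from Table S4. The copy of it used here is short of the full table and holds 635 genes, so its families are reported as counts without a set test. They name 590 RAP loci, of which 411 had enough signal to be tested. At short-term exposure 41 were upregulated and 62 downregulated, and at long-term exposure 47 and 59 (limma, Benjamini-Hochberg adjustment). The excess of downregulated genes was turned around by normexp background correction with loess, which gave 39 upregulated and 22 downregulated genes at short-term exposure and 37 and 29 at long-term exposure.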

Among the 639 cell-wall–response network genes, 19 and 19 were upregulated and 24 and 32 were downregulated with short- and long-term Hg exposure, respectively (Table S4). Cell-wall–related genes upregulated under Hg stress predominantly belonged to expansions (EXPs), yieldins (GH18) and glycoside hydrolases 9 (GH9).

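Expansins had 7 upregulated and 7 downregulated genes of 37 tested at short-term exposure, and 8 and 7 at long-term exposure. Of the 13 yieldins tested, 8 were upregulated and 1 was downregulated at short-term exposure, with a median log2 ratio of 1.65 over the family. At long-term exposure 6 yieldins were upregulated and 1 was downregulated, and the median was 0.52. With normexp background correction and loess, 2 yieldins were upregulated and 1 was downregulated at long-term exposure, and expansins had 9 upregulated and 4 downregulated genes at short-term exposure. The GH9 family had 2 downregulated genes of 17 tested at short-term exposure, and 4 upregulated and 1 downregulated at long-term exposure. The cell wall family with the most upregulated genes was glycoside hydrolases 17, with 10 of 51 tested genes at short-term and 13 at long-term exposure. It also had 5 and 2 downregulated genes.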

### Expression Profiles of Transporter-associated Genes Regulated by Hg Stress

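The 1286 transporter genes of Table S6 name 1225 RAP loci, of which 894 were tested at short-term and 896 at long-term exposure. At short-term exposure, 120 transporter genes were upregulated and 95 downregulated. At long-term exposure the numbers were 110 and 77. After normexp background correction and loess, 20 downregulated genes were left at short-term exposure and 30 at long-term exposure, compared with 106 and 86 upregulated genes. The methods' t-test left 27 and 54 downregulated and 38 and 54 upregulated genes.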

Among 1,286 transporter-related genes, 78 and 56 were upregulated and 25 and 48 were downregulated with short- and long-term Hg exposure, respectively (Table S5 and S6). Transporter-related genes upregulated with short-term Hg exposure predominantly belonged to the ATP-dependent transporters. 

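Of the 198 ATP-dependent transporter genes tested, 36 were upregulated and 16 downregulated at short-term exposure. Secondary transporters formed the largest class of Table S6. Of its 605 genes tested, 76 were upregulated and 73 downregulated. Ion transporters had 8 upregulated and 6 downregulated genes of 87 tested. At long-term exposure, 16 ATP-dependent transporter genes were upregulated and 8 downregulated. With normexp background correction and loess, the short-term counts were 32 upregulated and 2 downregulated for ATP-dependent transporters and 70 and 15 for secondary transporters. The classes were counted without a test of one class against another.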

Transporter-related genes downregulated with short-term Hg exposure predominantly belonged to the nucleobase:cation symporter-1 (NCS1), sulfate permease (SulP) and oligopeptide transporter (OPT) genes. 

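Table S6 lists a single NCS1 locus. Its log2 ratio at short-term exposure was -1.45, which was called downregulated, and with 1 gene no set test applies. Of 13 sulfate permease genes tested, 4 were downregulated and 3 upregulated. The odds ratio for downregulation against the other transporter genes was 3.85 (one-sided Fisher's exact test, p = 0.0403, adjusted p = 0.363 after Benjamini-Hochberg adjustment over the 45 transporter families with at least 3 tested genes). Of 17 oligopeptide transporter genes, 4 were downregulated and 3 upregulated, with an odds ratio of 2.65 (p = 0.0966 and adjusted p = 0.657 from the same exact test). The test treats the genes of a family as independent, although they need not be. With normexp background correction and loess, the sulfate permeases had 4 upregulated genes and lost their downregulated calls, whereas the oligopeptide transporters had 3 downregulated and 2 upregulated genes.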

Transporter-related genes downregulated with long-term Hg exposure predominantly belonged to the proton-dependent oligopeptide transporter (POT) genes.

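At long-term exposure, 8 of the 51 POT genes tested were downregulated and 12 were upregulated. The odds ratio for downregulation, 2.09, had an unadjusted p of 0.0625 and an adjusted p of 1 (one-sided Fisher's exact test, 45 families), and that for upregulation was 2.34 (p = 0.0157, adjusted p = 0.707). Upregulated POT genes also outnumbered downregulated ones with normexp background correction and loess, by 8 to 4.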

### Expression Profiles of Phytohormone-related Genes Regulated by Hg Stress

Among 324 phyotohormone-related genes, 19 and 12 were upregulated and 2 and 12 were downregulated with short- and long-term Hg treatment, respectively (Table S5 and S7). 

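The 324 phytohormone-related genes of Table S7 name 323 RAP loci. At short-term exposure 245 of them were tested, of which 48 were upregulated and 15 downregulated. At long-term exposure 25 were upregulated and 23 downregulated of 246 tested. The numbers with normexp background correction and loess were 41 and 5 at short-term exposure, and 16 and 16 at long-term exposure.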

Transcripts for 5 ethylene (ET) synthesis genes–OsACS2, OsACO1, OsACO2, OsACO5 and OsACO6– were significantly increased with short-term Hg exposure. Furthermore, transcripts for 5 cytokinin (CK) signaling genes – OsRR1, −3, −4, −6 and −11– were decreased with long-term Hg exposure. 

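At short-term exposure, the log2 ratio was 3.30 ± 0.02 (SD, n = 3 arrays) for OsACS2 (Os04g0578000) and 4.27 ± 0.15 for OsACO5 (Os05g0149400), with adjusted p of 4.1e-05 and 0.00037 (limma, Benjamini-Hochberg adjustment). It was 2.23 ± 0.28 for OsACO2 (Os02g0771600; limma, adjusted p = 9.8e-05), whose control channel was well above background on 1 of the 3 arrays, and it fell to 0.92, under 2-fold, with normexp background correction and loess. For OsACO6 (Os05g0149300) the control channel was not well above background on any array, so its increase is given as a bound, at least 3.01-fold. Such bounds set the mean normalized log2 signal of the brighter channel, after loess and Aquantile normalization, against the dimmer channel's own signal or the lowest signal of a probe well above background, whichever is higher on each array. They are given only where the latter was the higher on at least 2 of the 3 arrays, a limit set after the values were seen. Without dye swaps they are open to dye bias. OsACO1 (Os09g0451400) was not tested because its highest signal, 84.8, was under the minimum of 100. Its Hg channel was well above background on 3 of the 6 arrays and its control channel on none, so no ratio is given. At long-term exposure OsACS2 had a log2 ratio of 0.28 ± 0.47 (limma, adjusted p = 0.175), and the difference between the exposures was called (-3.02, adjusted p = 0.00037). OsACO5 stayed upregulated at 3.43 ± 1.42, and its difference between exposures was not called (-0.84; limma, adjusted p = 0.322), although it was with normexp background correction and loess (-1.13). For OsACO2 and OsACO6 the control channel was not well above background on any long-term array, and no fold change is given there.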

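The log2 ratio at long-term exposure was -2.65 ± 0.22 (SD, n = 3 arrays) for OsRR3 (Os02g0830200), -1.90 ± 0.29 for OsRR1 (Os04g0442300), -1.72 ± 0.17 for OsRR4 (Os01g0952500) and -1.42 ± 0.24 for OsRR6 (Os04g0673300). The largest adjusted p of the 4 was 0.00075 (limma, Benjamini-Hochberg adjustment). In OsRR11 (Os02g0631700) the Hg channel was not well above background on any long-term array, and no fold change is given. At short-term exposure OsRR3 was already downregulated, at -1.37 ± 0.27. OsRR1 and OsRR4 were at -0.87 and -0.69, under 2-fold, and OsRR6 was at 0.90 ± 0.44. The log2 ratio of OsRR6 dropped by 2.33 from short-term to long-term exposure (limma, adjusted p = 0.00078). Over the 33 cytokinin genes tested, 9 were downregulated at long-term exposure, compared with 14 of the other 213 phytohormone-related genes. The odds ratio was 5.27 (one-sided Fisher's exact test, adjusted p = 0.0072 over 7 hormones). The adjusted p was 0.0643 without long-term replicate 1 and 0.268 when no fold threshold was set. Cytokinin signaling accounted for 7 of the 9 genes.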

MapMan analysis revealed ET synthesis and signaling genes significantly upregulated with short-term Hg exposure (Figure 1C).

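The ethylene genes of Table S7 were counted in place of the MapMan bins. In ethylene biosynthesis, 5 of 10 tested genes were upregulated and 1 was downregulated at short-term exposure, and 4 and 2 at long-term exposure. In ethylene signaling, 1 of 14 tested genes was upregulated and 1 downregulated at short-term exposure. Both steps together had 6 of 24 genes upregulated, against 42 of the other 221 phytohormone-related genes, an odds ratio of 1.42 (one-sided Fisher's exact test, p = 0.320, adjusted p = 0.747 over 7 hormones). Jasmonate genes, with 17 of 28 upregulated, are among those 42 and raise the share that ethylene is compared with.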

### Expression Profiles of Signaling Genes and TFs Regulated by Hg Stress

In total, 87 protein kinase genes were upregulated and 50 were downregulated under Hg stress (Figure 2, Table S8). 

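Over the sheets of Table S8 that list kinases (RLK, CDPK, CIPK, MAPKKK, MAPKK and MAPK), 195 genes were upregulated and 89 downregulated in at least 1 exposure. The copy of Table S8 used here is shortened after these sheets, so its families are given as counts without a set test. When genes were called by the methods' t-test, 77 kinase genes were upregulated and 48 downregulated.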

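The RLK sheet names 871 RAP loci. In at least 1 exposure, 173 RLK genes were upregulated and 79 were downregulated, and 51 and 11 of them were so in both exposures.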

Nearly all of the Hg-responsive kinases were associated with the RLK family. In total, 48 and 29 protein kinases were upregulated by short- and long-term Hg exposure, respectively (Table S8). 

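Over the kinase sheets of Table S8, 149 genes were upregulated at short-term and 99 at long-term exposure, and 113 and 53 with normexp background correction and loess. Of 560 RLK genes tested, 131 were upregulated and 58 downregulated at short-term exposure, and 93 and 32 at long-term exposure (limma, Benjamini-Hochberg adjustment). With normexp background correction and loess, 96 were upregulated and 17 downregulated at short-term exposure, and 48 and 7 at long-term exposure. The subfamily with the most upregulated genes was DUF26, with 16 of 28 tested genes at short-term and 13 at long-term exposure, the latter number shared with the 38 L-LEC genes tested.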

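In the LRR-VIII subfamily, 8 of 27 tested genes were upregulated at short-term exposure and 5 at long-term exposure, and the median log2 ratio was 0.53 in both. In RLCK-VII, 13 of 44 tested genes were upregulated and 3 downregulated at short-term exposure. At long-term exposure 5 were upregulated and 1 was downregulated, and the median log2 ratio was 0.16, compared with 0.56 at short-term exposure. Whether these numbers differ between the exposures was not tested.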

LRR-VIII and RLCK-VII subfamilies of the RLK family were significantly upregulated only with short-term Hg exposure (Figure 2, Table S8). The LRR-XI subfamily was significantly upregulated only with long-term Hg exposure.

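Of the 23 LRR-XI genes tested, 3 were upregulated at long-term exposure, with a median log2 ratio of 0.35 over the subfamily. At short-term exposure 1 was upregulated and 4 were downregulated, with a median of -0.42. With normexp background correction and loess, the short-term calls were 1 upregulated and 1 downregulated gene and the median was -0.14.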

**Figure 2:**
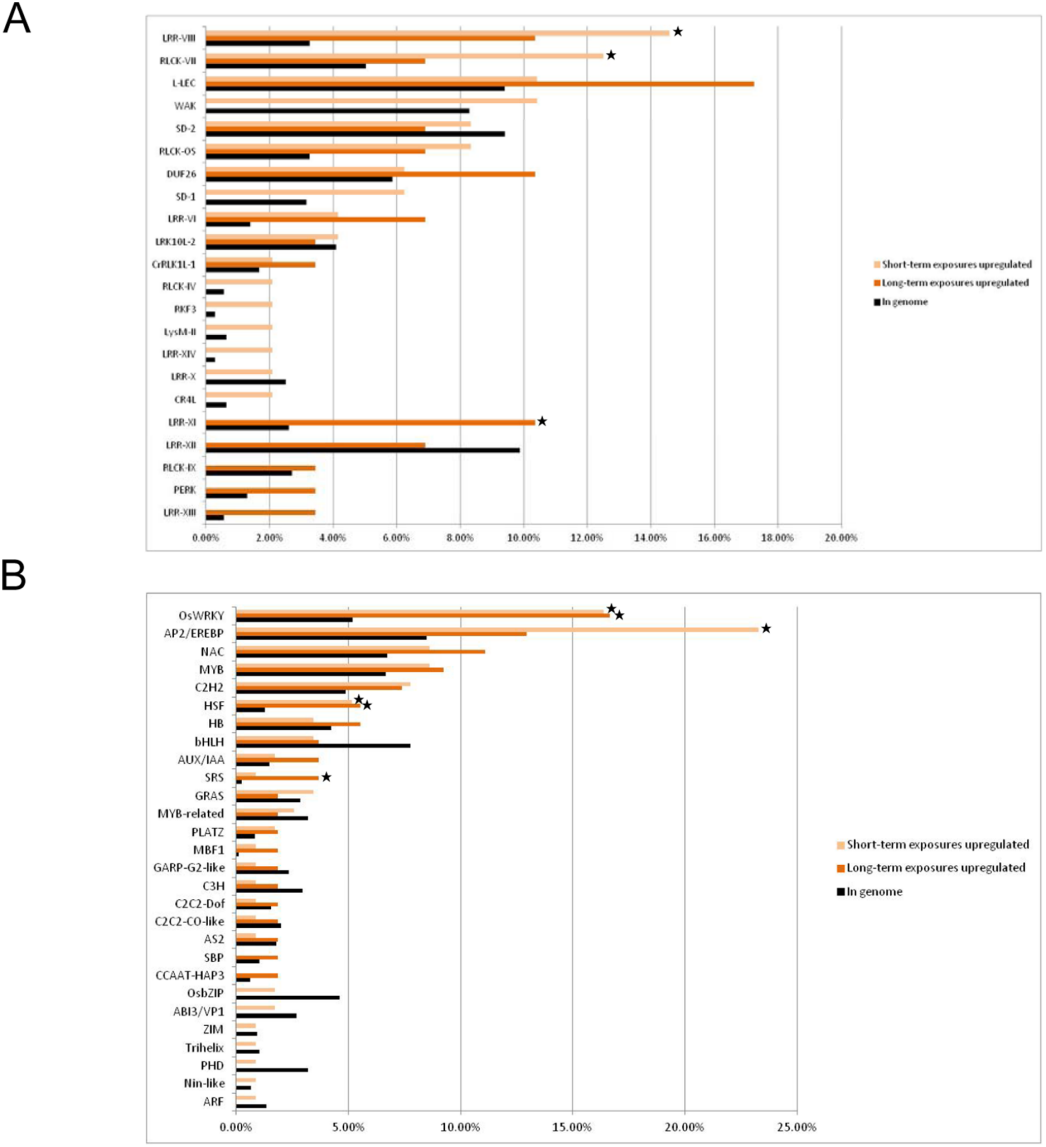
Comparative analysis of genes regulated by short- and long-term Hg exposure and encoding (A) receptor-like kinases (RLKs) and (B) transcription factors (TFs). In each functional category, the genes are grouped according to their regulation by short- or long-term Hg stress. In each protein kinase or TF family, light and dark orange bars represent the proportion of upregulated short- and long-term Hg-regulated genes (fold change ≥2; false discovery rate <0.05), respectively. Black bars indicate the proportion of genes per kinase or TF categories to total number of TFs or kinases in the genome. Fisher’s exact test was used to assess the significance of overrepresented protein kinase and transcription-factor families. Asterisks indicate families significantly overrepresented in the response group (P<0.05).

We found 116 and 54 TFs upregulated with short- and long-term Hg exposure, respectively. 

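The copy of Table S9 used here is shortened and lacks the sheets of most transcription factor families, so WRKY and HSF genes were taken from the descriptions in Table S2. Of 15 WRKY genes listed as upregulated at short-term exposure, 13 were called upregulated here, and the median log2 ratio of the 15 was 2.33. At long-term exposure 8 of the 15 were upregulated, with a median of 1.22. The 4 HSF genes listed had log2 ratios from 1.01 to 3.40 at short-term exposure, all called. At long-term exposure 1 of the 4 was upregulated, and their median was 0.05. The WRKY and HSF genes were chosen for their short-term response, so members that respond only at long-term exposure are left out. Their long-term values thus do not test whether the families responded then. The AP2 sheet of Table S9 is held in full. Of its 103 genes tested, 36 were upregulated and 3 downregulated at short-term exposure, and 14 and 6 at long-term exposure.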

Of note, the WRKY and heat shock factor (HSF) families were significantly upregulated with both short- and long-term Hg treatment, and APETALA2/ethylene response factor (AP2/ERF) and SHI-related sequence (SRS) families were regulated only with short- and long-term Hg treatment, respectively. 

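Homeobox (HB) genes were also found by description in Table S2. Of 9 listed at short-term exposure, 3 were downregulated, with log2 ratios from -2.03 to -1.20, and 6 were upregulated, with log2 ratios from 1.17 to 3.39. All 9 were called here. At long-term exposure the median log2 ratio was -0.41 for the 3 genes and 0.77 for the 6 genes, of which 2 were called upregulated. This choice by short-term response also leaves the long-term response of the HB family untested.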

Of note, the HB family was significantly downregulated with both short- and long-term Hg treatment (Figure 2, Table S9).

### Hg Induced Calcium Accumulation and MAPK Activity in Rice Roots

To determine whether Hg treatment induced calcium accumulation, we treated rice roots with a calcium indicator, Oregon green 488 BAPTA-1, before Hg treatment. Calcium level was significantly increased in root tip regions with 25 µM Hg treatment for 1 or 3 h (Figure 3A). To determine whether MAPK activity was also induced by Hg in rice roots, we performed immunoblot analysis and in-gel kinase activity assay. Two MAPKs of approximately 40 and 42 kD were dose-dependently activated in rice roots challenged with different concentrations of Hg for 1 h (Figure S2 in File S1), with maximal activity at 50 µM. As well, 25 µM Hg rapidly and transiently induced the activation of the 40- and 42-kD MAPK within 30 min, which peaked at 60 min, then began to decrease at 120 min (Figure 3B).

**Figure 3:**
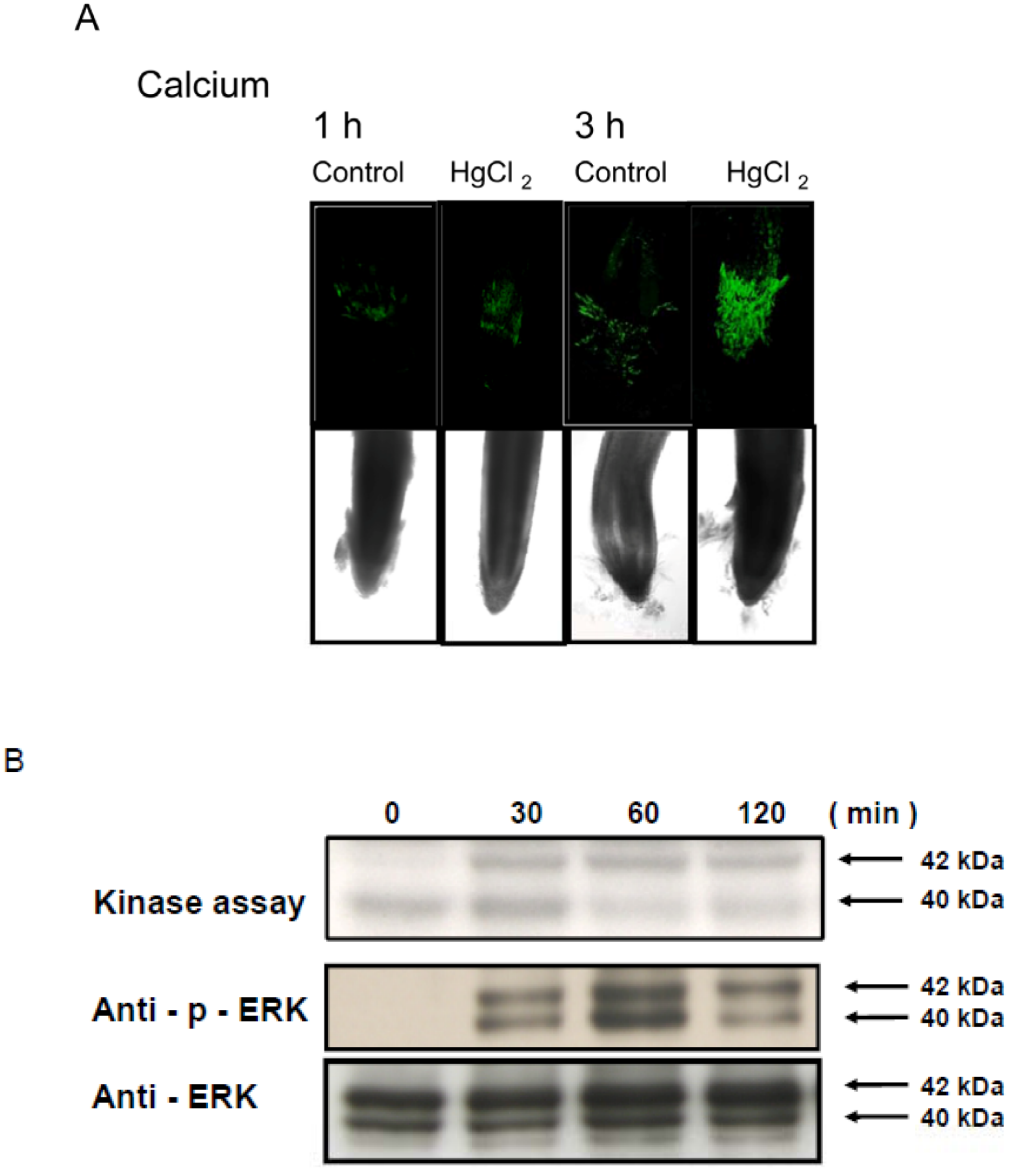
Calcium accumulation and response of mitogen-activated protein kinase (MAPK) activity to Hg by dose and time in rice roots. (A) Root samples were labeled with 10 µM Oregon Green 488 BAPTA-1, a calcium indicator, for 30 min, then treated with 25 µM Hg for various times (1∼24 h). Green fluorescence indicates the presence of calcium. Five control and 5 treated roots showed similar results. Magnification for all images was ×100. Rice roots were treated with (B) 25 µM Hg for various times. A 15-µg aliquot of crude protein was separated by SDS-PAGE and analysed by in-gel kinase activity assay and western blot with anti-phospho-extracellular signal-regulated kinase (ERK) or anti-ERK antibodies. Arrows indicate kinase-active bands.

### Hg Induced Free Aromatic Amino Acid Accumulation in Rice Roots

AgriGO and MapMan analysis revealed a strong effect of Hg on the chorismate metabolic process and aromatic amino acid genes (Phe, Trp, and Tyr) (Figure 4A, Figure S3 in File S1, Table 1). 

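Table S1 and Figure 4A name 10 genes of the shikimate pathway and of Phe and Trp synthesis. All 10 were upregulated at short-term exposure. For the 9 genes with both channels well above background the log2 ratio lay between 1.24 and 2.89, or 2.36-fold to 7.40-fold, and the largest adjusted p was 0.00036 (limma, Benjamini-Hochberg adjustment). In the shikimate pathway, 3-deoxy-D-arabino-heptulosonate-7-phosphate synthase (DAHPS, Os03g0389700) had a log2 ratio of 2.60 ± 0.14 (SD, n = 3 arrays) and a second DAHPS gene (Os07g0622200) 1.51 ± 0.17. Shikimate kinase (SK, Os02g0749300) was at 1.72 ± 0.19, 3-dehydroquinate synthase (DHQS, Os09g0539100) at 1.38 ± 0.05 on the 2 arrays without an outlier spot, and EPSPS (Os06g0133900) at 1.24 ± 0.11. At long-term exposure 2 of the 10 genes were upregulated, DAHPS (Os03g0389700) at 1.02 ± 0.11 and indole-3-glycerol phosphate synthase (IGPS). The call of DAHPS lay at the 2-fold limit and was lost when long-term replicate 2 or long-term replicate 3 was left out, at log2 ratios of 0.996 and 0.977. The 9 genes had a called difference between the exposures, by -1.06 to -2.88 on the log2 scale, although that of anthranilate synthase fell under 2-fold, to -0.86, without short-term replicate 2. No difference is given for IGPS, whose short-term ratio is known only as a bound. The paper also measured 10 aromatic amino acid genes by qRT-PCR and found that the free amino acids accumulated with Hg. It reports a lower ROS level under Hg in roots treated with Phe and Trp. In roots treated with an inhibitor of Trp, it reports a higher ROS level under Hg. From these results and the induction of the genes, the paper proposes that Phe and Trp might contribute to the response to Hg.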

To provide further evaluation of our microarray data, qRT-PCR analysis was carried out to quantify the changes in mRNA expression level. We selected 10 candidate aromatic amino acid genes obtained by microarray analysis (Figure S4 in File S1). We found induction of several aromatic substances (Phe, Trp, and Tyr) at 3 h after Hg treatment (Figure 4B). Among the identified induced substances, Trp level was increased more than five-fold. Also, Phe level was increased about two-fold.

**Figure 4:**
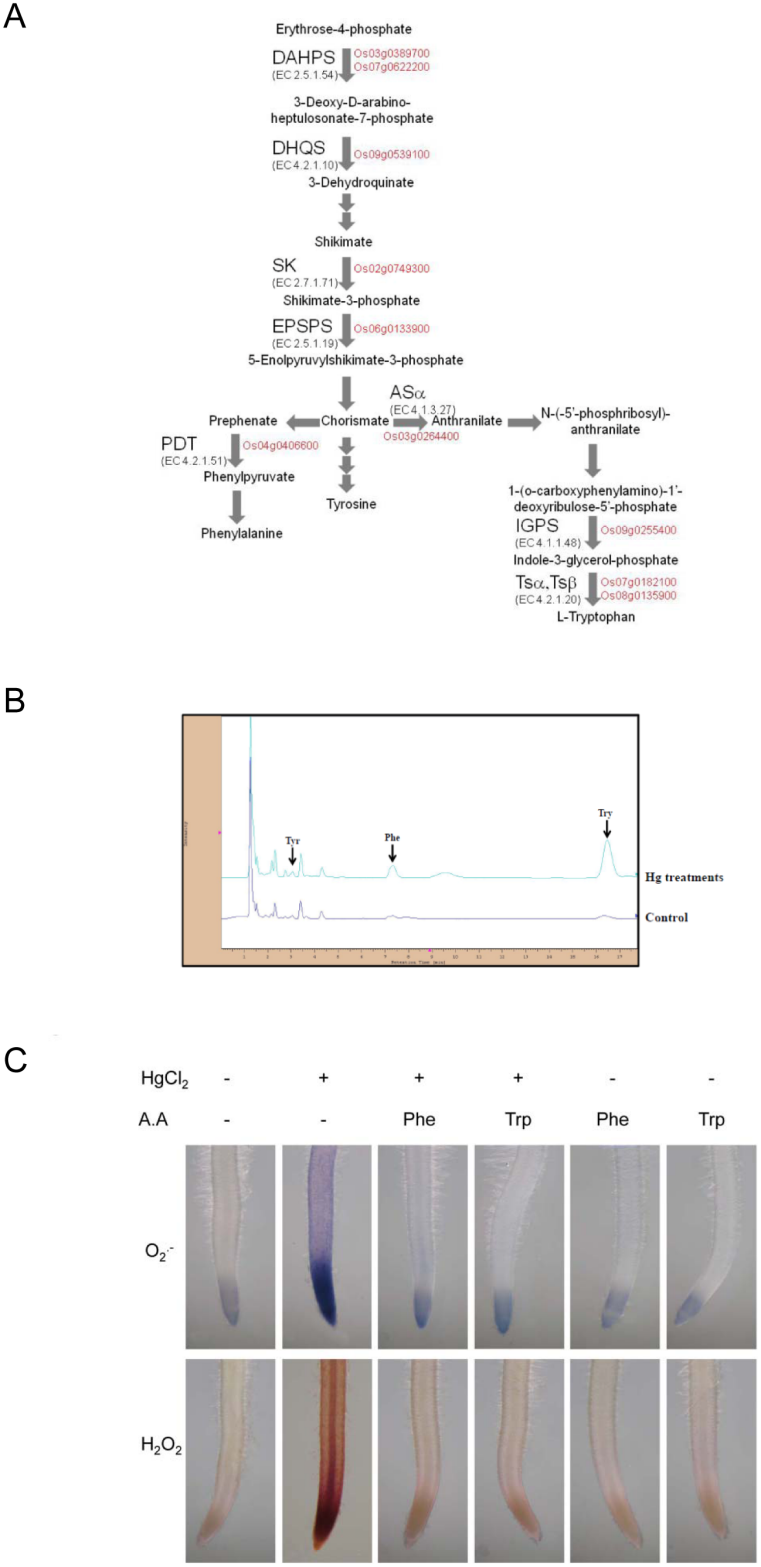
Induction of aromatic metabolites and effect of amino acid treatment to Hg-induced reactive oxygen species (ROS) production in rice roots. (A) Hg-responsive genes involved in the chorismate metabolic process and free aromatic amino acid accumulation in rice roots. Genes in red are upregulated in Hg-treated rice roots. Enzyme abbreviations: ASα anthranilate synthase α subunit; DAHPS 3-deoxy-D-arabino-heptulosonat-7-phosphate synthase; DHQS 3-dehydroquinate synthase; SK shikimate kinase; EPSPS 5-enolpyruvylshikimate 3-phosphate synthase; IGPS, indole-3-glycerol phosphate synthase; PDT, prephenate dehydratase; TSα, tryptophan synthase αsubunit; TSβ, tryptophan synthase βsubunit. (B) HPLC chromatograms of aromatic amino acids Phe, Tyr and Trp in rice root extracts with or without Hg treatment. Column, 250×4.6 mm I.D.; flow-rate, 2.0 ml/min; mobile phase, methanol–50 mM sodium phosphate buffer (pH 6.5) (3∶97, v/v). (C) Effect of aromatic amino acid (Phe, Trp) treatment on 25 µM Hg-induced ROS accumulation in rice roots. Root samples pretreated or not with 100 µΜ aromatic amino acid (Phe, Trp) for 30 min were treated with 25 µM Hg for 0 to 3 h. Superoxide anion and H_2_O_2_ levels were detected by treating roots with nitroblue tetrazolium and 3,3′-diamninobenzidine, respectively.

### Effect of Amino Acid Treatment on Hg-Induced ROS Production in Rice Roots

To elucidate the possible relation between the accumulation of free aromatic acids (Phe and Trp) and resistance to Hg, we next tested the role of these aromatic acids in Hg-induced ROS production. Superoxide anion was distributed in root tips of Hg-treated roots; H_2_O_2_ was produced in both root tips and vascular tissues (Figure 4C). Rice seedling roots were pre-treated with or without aromatic acids (Phe and Trp), and ROS generation was assayed in rice roots immediately after exposure to Hg stress. Histochemical staining for superoxide anion and H_2_O_2_ revealed markedly decreased ROS accumulation in roots treated with aromatic acids (Phe and Trp) during Hg stress. Rice seedling roots were pre-treated with or without Trp inhibitor [5-methyltryptophan (5MT)] and ROS level was significantly increased in roots treated with 5MT during Hg stress (Figure S5 in File S1).

## Discussion

Hg toxicity can inhibit plant growth by damaging or disrupting the function of roots [6]. Here, we observed that Hg was toxic to rice roots: 25 µM Hg decreased rice root length. Root-stress–induced morphogenic responses involve changes in phytohormones [20]. In this study, we found that 5 ET synthesis genes were strongly induced with short-term Hg exposure. In addition, the expression of a least 5 genes implicated in CK signaling was downregulated during long-term exposure to Hg stress. Massot et al. [21] reported that increased CK levels preceded Al-induced inhibition of root growth in bean seedlings. Our data indicated downregulated CK signalling with Hg treatment. In general, cell walls become lignified with decreased cell expansion or when the cell is under stress [22]. Our microarray assay revealed induced expression of many lignin genes in rice roots after Hg treatment (Figure 1B). Lignification may be an important step in root growth reduction in stressed plants [23]. Thus, ET, CK and lignification may be involved in Hg-induced inhibition of rice root growth.

Increased ROS levels are an important component of stresses induced by heavy metals [12]. Our previous study indicated that Hg was an oxidative stress agent and may cause increased ROS accumulation, lipid peroxidation and lipoxygenase activity, which may affect cell integrity in rice roots [6]. ROS production may contribute to Hg-induced root growth inhibition. A primary response to the presence of heavy metals in whole living organisms involves the induction of detoxifying enzymes [24]. Soranzo et al. [25] reported that glutathione-S-transferases (GSTs) are a large family of key defense enzymes against heavy-metal toxicity and oxidative stress [26]. In our GO term enrichment analysis, a significant GO term was “glutathione transferase activity”. Metallothioneins (MTs) are known to be involved in ROS scavenging and metal homeostasis [27]. Among the 11 MT genes, 1 and 4 were significantly upregulated with short- and long-term Hg treatment, respectively (Table S10). 

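All 11 metallothionein genes of Table S10 were tested. At short-term exposure 1 was upregulated, and the median log2 ratio of the 11 was 0.21. At long-term exposure 6 were upregulated and the median was 2.25 (limma, Benjamini-Hochberg adjustment). The calls were the same in number with normexp background correction and loess, where the medians were 0.28 and 2.23.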

Ruiz et al. [28] reported that the expression of mouse MT in transplastomic plants increased Hg resistance. Upregulation of GST and MT genes may be important in improving defense against heavy metal stress by upregulating ROS scavengers.

In our GO term enrichment analysis, a significant GO term was “chorismate metabolic process”. In plants, the 3 aromatic amino acids (Phe, Trp, and Tyr) are synthesized from the common precursor metabolite chorismate [29]. 

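In Trp synthesis at short-term exposure, the anthranilate synthase alpha subunit (Os03g0264400) had a log2 ratio of 1.42 ± 0.29 (SD, 2 arrays, with an outlier spot left out on the other), and the Trp synthase genes Os07g0182100 and Os08g0135900 had 2.89 ± 0.28 and 1.502 ± 0.086 (SD, n = 3 arrays), with adjusted p of 3.1e-05 and 3.6e-05 (limma, Benjamini-Hochberg adjustment). For indole-3-glycerol phosphate synthase (Os09g0255400) the control channel was not well above background on any short-term array, and the increase was at least 6.15-fold. In Phe synthesis, prephenate dehydratase (Os04g0406600) had a log2 ratio of 1.80 ± 0.27 (limma, adjusted p = 7.5e-05). At long-term exposure, indole-3-glycerol phosphate synthase was upregulated at 2.39 ± 1.05 (limma, adjusted p = 0.0015), with the control channel well above background on 2 of 3 arrays, and fell to 0.87, under 2-fold, with normexp background correction and loess. The anthranilate synthase gene was at 0.35 ± 0.11, the Trp synthase genes at 0.01 ± 0.05 and -0.23 ± 0.07, and prephenate dehydratase at 0.50 ± 0.18.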

Here, we found that Hg significantly upregulated key enzymes for Trp synthesis–anthranilate synthase alpha 2 subunit (Os03g0264400), indole-3-glycerol phosphate synthase (Os09g0255400) and Trp synthase (Os07g0182100 and Os08g0135900) – as well as Phe synthesis – prephenate dehydratase (Os04g0406600). Upon exposure to metals, plants often synthesize a set of diverse metabolites that accumulate to high concentrations; particular amino acids are Phe, Trp, and Tyr [30]. Jo et al. [31] found that the role of Trp in the response to Cu-induced toxicity in yeast may be via the antioxidant properties of Try metabolites or its radical-scavenging activity. Sanjaya et al. [32] found that Trp could confer Cd tolerance. Here, we found that exogenous application of Phe and Trp counteracted Hg-induced toxicity and ROS accumulation in rice roots. 

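Of 40 ABA genes of Table S7 tested, 10 were upregulated and 2 downregulated at short-term exposure, and 3 and 4 at long-term exposure. In ABA biosynthesis the numbers were 2 upregulated and 1 downregulated of 9 tested genes at short-term exposure, and 2 and 2 at long-term exposure. In ABA signaling they were 8 and 1 of 29, and 1 and 1. The odds ratio for upregulation at short-term exposure against the other phytohormone-related genes was 1.46 (one-sided Fisher's exact test, p = 0.230, adjusted p = 0.747 over 7 hormones). Against all genes tested on the arrays, the adjusted p of the exact test was 0.0485.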

We and Lopes et al. [8] found the upregulation of the transcripts related to the abscisic acid (ABA) biosynthesis and signaling pathway under Hg stress. Kang et al. reported that ABA induced Trp synthesis [33]. Phe is the precursor of the phenylpropanoid pathway, which is important for the biosynthesis of lignin and flavonoids [29]. The increase in Phe, Trp, ABA and lignin/flavonoid may play important roles in protecting rice seedlings against Hg toxicity.

In our GO enrichment analysis, a significant term was “transmembrane transport”. Among 78 and 56 transporter-related genes upregulated with short- and long-term Hg treatment, ABC-family and H^+^-PPase-family transporters were significantly regulated, respectively. 

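Of 88 ABC transporter genes tested, 29 were upregulated at short-term exposure, compared with 91 of the other 806 transporter genes tested. The odds ratio was 3.85 (one-sided Fisher's exact test, adjusted p = 2.0e-05 over 45 families), and no other transporter family passed a false discovery rate of 0.05 among upregulated genes at this exposure. At long-term exposure 12 of the 88 were upregulated, compared with 98 of the other 808, an odds ratio of 1.14 (exact test, p = 0.393, adjusted p = 1). When genes were called by the methods' t-test, the adjusted p of the ABC family at short-term exposure was 0.105. Of the 7 H+-PPase genes tested, 1 was upregulated at long-term exposure, an odds ratio of 1.19 (exact test, p = 0.602, adjusted p = 1).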

The ABC group of transporters may facilitate the movement of glutathionylated toxins and other substrates across biological membranes [34]. 

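Over all ABC transporter genes tested, the median log2 ratio was 0.28 at short-term and 0.19 at long-term exposure. At short-term exposure 10 ABC genes were downregulated, and at long-term exposure 1. After normexp background correction and loess, 25 were upregulated and 1 was downregulated at short-term exposure, and 9 and 1 at long-term exposure.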

We found 20 and 10 ABC transporter genes upregulated with short- and long-term Hg exposure, respectively. Thus, ABC transporters, which work in conjunction with other detoxifying systems, are associated primarily with early stages of Hg stress. 

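Of the secondary transporter genes, 115 were downregulated in at least 1 exposure, 20 of them in both. The short-term exposure accounted for 73 of 605 tested genes and the long-term exposure for 62 of 606. Upregulated secondary transporter genes numbered 131 in at least 1 exposure and 26 in both. The downregulated genes fell to 15 and 22 in the short- and long-term exposures with normexp background correction and loess.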

Among the Hg-responsive genes, 54 secondary transporters were downregulated. 

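In at least 1 exposure, 12 POT genes, 6 OPT genes and 4 sulfate permease genes were downregulated, of which 3, 1 and 2 were downregulated in both. Among all families of Table S6, the major facilitator superfamily had the most downregulated genes, 12 of 105 tested at short-term and 10 at long-term exposure. The drug/metabolite transporters had 10 of 89 and 9. Among families with at least 3 tested genes, the largest shares downregulated at short-term exposure were 3 of 5 for both the dicarboxylate transporters (TDT) and the divalent anion symporters (DASS), singled out after their values were seen. The sulfate permeases had 4 of 13 downregulated, as did the NCS2 and auxin efflux carrier families, OPT had 4 of 17 and POT 7 of 51. No TDT, DASS or sulfate permease gene was downregulated with normexp background correction and loess.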

The most predominant families were the OPT, POT, and sulfate permease (SulP) families. The OPT and POT families are transporters of diverse peptides [35]. Song et al. [36] found that antisense plants of AtPTR2, an *Arabidopsis thaliana* POT, showed delayed flowering and arrested seed maturation. Therefore, Hg may have a significant effect on inhibiting plant growth by regulating nitrate and peptide transport. In addition, we found that Hg repressed the expression of 3 aquaporin genes (OsPIP2;3, Os04g0521100; OsPIP2;5, Os07g0448400; OsNIP2;1, Os02g0745100) in rice roots (Table S11). 

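OsPIP2;3 (Os04g0521100) was downregulated at short-term exposure, with a log2 ratio of -1.61 ± 0.17 (SD, n = 3 arrays, adjusted p = 7.1e-05 from limma with Benjamini-Hochberg adjustment). OsPIP2;5 (Os07g0448400) was at -1.35 ± 0.18 (limma, adjusted p = 6.6e-05) and OsNIP2;1 (Os02g0745100) at -1.51 ± 0.24 (adjusted p = 0.0011). The ratio of OsPIP2;5 was -0.69, under 2-fold, with normexp background correction and loess. At long-term exposure the ratios were above 0. OsPIP2;5 was upregulated at 2.09 ± 0.04 (limma, adjusted p = 5.6e-05) and OsNIP2;1 at 1.83 ± 0.60 (adjusted p = 0.00072), whereas OsPIP2;3 was at 0.49 ± 0.20, under 2-fold. All 3 genes had a called difference between the exposures. Of the 25 aquaporin genes of Table S11 that were tested, 5 were downregulated and 1 was upregulated at short-term exposure, and 2 were downregulated and 7 upregulated at long-term exposure. With normexp background correction and loess, 2 were downregulated and 1 was upregulated at short-term exposure, and 1 and 6 at long-term exposure.

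**Figure D1:**
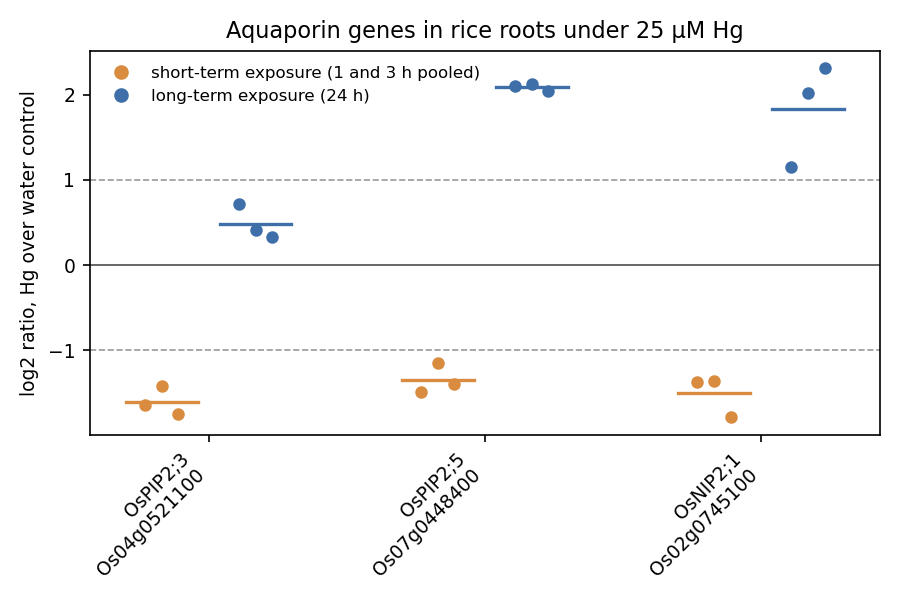
Log2 ratio of Hg over water control (y axis) of the aquaporin genes OsPIP2;3, OsPIP2;5 and OsNIP2;1 (x axis) on each of the 3 arrays per exposure, with short-term exposure in orange, long-term exposure in blue, bars for the mean and dashed lines at 2-fold. All short-term points lie under -1 and all long-term points lie above 0.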

Zhang and Tyerman [37] reported that Hg^2+^ ion affected aquaporin activity and blocked the expression of most plant aquaporins [8], [38], [39]. Thus, downregulation of aquaporin genes may be involved in affecting water relations and contribute to Hg toxicity in rice roots.

Understanding the molecular mechanisms of how plant cells monitor and respond to metals is important. Protein kinases are crucial in these signalling pathways. By perceiving or sensing the extracellular signals, RLK activates the downstream signaling pathway by phosphorylating specific targets [40]. Among 48 RLK genes upregulated with short-term Hg treatment, LRR-VIII and RLCK-VII were significantly regulated. The involvement of the LRR-VIII and RLCK-VII subfamilies in stress responses was previously reported [41], [42]. The LRR-VIII subfamily is broadly overrepresented in genes upregulated by most biotic stresses [42]. In addition, we found 3 members of the LRR-XI subfamily significantly upregulated with long-term Hg exposure. However, The LRR-XI subfamily does not seem to respond substantially to most abiotic and biotic stresses [42]. The LRR-XI subfamily members function in development [43]. Recently, Pitorre et al. [44] found that the LRR-XI subfamily is involved in tolerance to oxidative stress in *Arabidopsis* biology. Thus, differential expression of a number of transmembrane receptor kinases with exposure to Hg suggests that multiple receptors belonging to different families may have unique regulatory mechanisms.

We and others demonstrated that environmental stresses activate MAPK signalling pathways and calcium in plants [12], [45]. Previous study showed increased mRNA expression of rice MAPKKK, MAPKK and MAPK genes under various stresses [46]–[48]. Here, we found 5 MAPKKK, 1 MAPKK and 2 MAPK genes with significantly increased mRNA expression under Hg stress. In addition, we demonstrated activation of 40- and 42-kD MAPKs with Hg treatment. Furthermore, Yeh et al. [12] found that calcium is required for MAPK activation. 

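Of 63 MAPKKK genes tested, 12 were upregulated and 3 downregulated at short-term exposure and 4 were upregulated at long-term exposure, so that 15 were upregulated in at least 1 exposure. Of 6 MAPKK genes, 2 were upregulated at short-term exposure and 1 was downregulated at long-term exposure. Of 16 MAPK genes, 2 were upregulated and 1 was downregulated at short-term exposure, and 1 was downregulated at long-term exposure. When genes were called by the methods' t-test, 4 MAPKKK genes and 1 MAPKK gene were upregulated in at least 1 exposure.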

In our study, Hg increased calcium levels in rice roots. These results emphasize a potentially important role for calcium and MAPK signalling in Hg stress responses.

TFs are the important messengers between a perceived stimuli and the induced response. We found the major TFs for HSF and WRKY families significantly upregulated among the TFs responding to short- and long-term exposure in rice. In addition, AP2/ERF and SRS families were regulated only with short- and long-term Hg treatment, respectively. Many studies reported that HSF, WRKY and AP2/ERF play important roles in plant resistance to biotic and abiotic stresses [49]–[51]. Recently, Ishihama et al. [52] reported that MAPK phosphoryates group I WRKY genes. WRKY proteins are involved in various stress signalling pathways [53]. In our array data, 5 group I WRKY TFs – OsWRKY24, −30, −38, −53 and −70– were upregulated under Hg stress. 

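Tables of the paper pair 4 of these 5 symbols with a locus, and OsWRKY38 was not analysed here. At short-term exposure the log2 ratio was 2.68 ± 0.43 (SD, n = 3 arrays) for OsWRKY24 (Os01g0826400), 1.72 ± 0.23 for OsWRKY30 (Os08g0499300; control channel well above background on 2 arrays) and 2.26 ± 0.19 for OsWRKY53 (Os05g0343400), and the largest adjusted p of the 3 was 7.2e-05 (limma, Benjamini-Hochberg adjustment). OsWRKY70 (Os05g0474800) rose at least 3.40-fold at short-term exposure; its control channel was not well above background on any array, and no fold change is given for long-term exposure. At long-term exposure OsWRKY30 was at 2.14 ± 0.06 and OsWRKY24 at 1.22 ± 0.27, both upregulated. OsWRKY53 was at 0.34 ± 0.10, under 2-fold, and its difference from the short-term ratio was -1.92 (limma, adjusted p = 0.00030).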

Group I OsWRKY genes may have some role in the Hg-stress response by activating rice MAPKs. Fridborg et al. [54] reported that the SRS family of proteins, including rice SRS1 (Os01g0954500), negatively regulates giberellic acid–induced cell elongation. 

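SRS1 (Os01g0954500) had a log2 ratio of 1.80 ± 0.31 (SD, n = 3 arrays) at short-term and 2.00 ± 0.33 at long-term exposure, with adjusted p of 0.00017 and 0.00022 (limma, Benjamini-Hochberg adjustment). SRS3 (Os06g0712600) was at 1.03 ± 0.30 and 1.76 ± 0.36, with adjusted p of 0.0017 and 0.00033. Its short-term ratio lay at the 2-fold limit, and was 0.89 without short-term replicate 1 and 0.99 without short-term replicate 2. The difference between the exposures was not called for either gene. It was 0.21 for SRS1 (limma, adjusted p = 0.469) and 0.73, under 2-fold, for SRS3 (adjusted p = 0.0373).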

We found the rice SRS1 (Os01g0954500) and SRS3 (Os06g0712600) genes strongly upregulated with Hg treatment in rice. The SRS family of proteins may be involved in Hg inhibition of rice root growth through a giberellic acid pathway.

In our previous study, we found that Hg induced ROS production. Many studies have demonstrated that the toxic effect of heavy metals (eg, Cu and Cd) may be related to ROS production. Thus, we compared the set of Hg-regulated genes to those regulated by exposure to the heavy metals Cu and Cd and the ROS-generating allelochemical juglone [15], [55]. 

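MYB-81 (Os06g0221000), an R2R3 Myb transcription factor, had a log2 ratio of 1.54 ± 0.15 (SD, n = 3 arrays, control channel well above background on 2) at short-term exposure, with an adjusted p of 0.00042 (limma, Benjamini-Hochberg adjustment). At long-term exposure it was at -0.12 ± 0.48 (limma, adjusted p = 0.550), and the difference between the exposures was -1.66 (adjusted p = 0.0024). Its short-term log2 ratio was 0.80 and its difference between the exposures -0.79, both under 2-fold, with normexp background correction and loess. Of the 30 loci of Table S12, 23 were tested. At short-term exposure 22 of them were upregulated, and at long-term exposure 7 were upregulated and 1 was downregulated. The Cu, Cd and juglone arrays of the comparison were not analysed here.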

As compared with Cu, Cd and juglone stress, Hg specifically upregulated one R2R3 Myb TF (MYB-81, Os06g0221000) (Table S9 and S12). Several studies have demonstrated that the Myb TFs play important roles in the regulation of gene expression cope with highly variable environmental stresses [56]. This finding suggests that this R2R3 Myb TF regulates downstream genes playing essential physiological roles under Hg but not general environmental stress.

In conclusion, our data imply that Hg may have a significant effect on the inhibition of root elongation through ET and CKs. In addition, Hg influences amino acid metabolism, peptides and water transport, which is required for the fundamental biological processes of all organisms (Figure S6 in File S1). Detoxification enzymes such as GST and MT protect against Hg toxicity. Physiologically relevant concentrations of free aromatic amino acids (Phe and Trp) might contribute to the plant response to Hg stress by reducing Hg-induced ROS production. Thus, Phe and Trp could be involved in Hg defence. Further studies with Hg-responsive genes and pathway-specific mutants should lead to a more profound understanding of the network of pathways that mediate the plant response to Hg stress.

## Supporting Information

File S1: Figures S1-S6 Figure S1 Verification of microarray data by RT-PCR. Figure S2 HG induced MAPK activity in rice roots treated with 0-50 ?MHG for 1 h. Arrows indicate kinase-active bands. Figure S3 Genes in aromatic amino acids synthesis up- or downregulated with Hg treatment in rice roots. MapMan was used to visualize genes up- or downregulated in aromatic amino acidsynthesis. Each BIN or subBIN is represented as a block, with eachtranscript displayed as a square, colored red for upregulation or blue for downregulation. Figure S4 Time course of Hg effect on expression of genes involved in Trp systhesis. Relative mRNA expression wascalculated via the Livak method (2^-DDCt^). Data are presented as mean relative expression 6 SD for 3 replicate real-time reactions from 3 independent samples. Means with asterisks are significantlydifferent at P, 0.05 level. Figure S5 Effect of Trp inhibitor [5-methyltryptophan (5 MT)] treatment on 25 μM Hg-induced ROS accumulation in rice roots. Root samples pretreated or not with 100 μM 5 MT for 30 min were treated with 25 μM Hg for 0 to 3 h. Green fluorescence indicates the presence of ROS in rice roots. Figure S6 The molecular mode of action of Hg in various cellular processes and response/regulatory pathways in rice. Anoxidative burst at the place of injury generates reactive oxygen species (ROS), which can lead to induced cell death and root growth inhibition. Gene families repressed and activated by Hgare in blue (fold change #0.5) and red (fold change $2), respectively.
(PPTX) Click here for additional data file.

Table S1 Oligonucleotide primers for semi-quantitative RT-PCR and quantitative RT-PCR.
(XLSX) Click here for additional data file.

Table S2 List of regulated genes responding to 25 µM Hg.

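Table S2 gives for each regulated gene a log2 ratio per replicate and their mean. Its list of short-term genes was set against the calls made here. Of the 1263 genes listed as upregulated, 1215 were called upregulated and the other 48 were not called, and 1314 further genes were called that are not on the list. Of the 557 loci listed as downregulated, 540 were called downregulated, 16 were not called and 1 was called upregulated, and 1223 further genes were called. When a gene counted as called if any of its probes was called, 1262 and 556 of the listed genes were called in the same direction. The methods' t-test called 799 of the 1263 and 344 of the 557.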

(XLSX) Click here for additional data file.

Table S3 Gene ontology analysis of 1,263 genes upregulated with short-term (1- and 3-hr exposure pooled) exposure and 821 genes upregulated with long-term (24-h) exposure to 25 µM Hg.
(XLSX) Click here for additional data file.

Table S4 Expression profiles of cell wall-related genes induced by 25 µM Hg.
(XLSX) Click here for additional data file.

Table S5 Hg-responsive transcripts related to transporter genes and phytohormone-related genes.
(DOCX) Click here for additional data file.

Table S6 Expression profiles of genes associated with transporters with Hg stress.
(XLSX) Click here for additional data file.

Table S7 Expression profiles of phytohormone-related genes induced by Hg stress.
(XLSX) Click here for additional data file.

Table S8 Expression profiles of protein kinase genes induced by Hg stress.
(XLSX) Click here for additional data file.

Table S9 Expression profiles of transcription factors induced by Hg stress.
(XLSX) Click here for additional data file.

Table S10 Expression profiles of metallothioneins induced by Hg stress.
(XLSX) Click here for additional data file.

Table S11 Expression profiles of aquaporin induced by Hg stress.
(XLSX) Click here for additional data file.

Table S12 Summary of Hg-specific upregulated genes.
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptome Profiling and Physiological Studies Reveal a Major Role for Aromatic Amino Acids in Mercury Stress Tolerance in Rice Seedlings
**Source:** PLoS One. 2014 May 19;9(5):e95163. doi: 10.1371/journal.pone.0095163
**Supplement:** File S1: Figures S1-S6 — Figure S1 Verification of microarray data by RT-PCR. Figure S2 HG induced MAPK activity in rice roots treated with 0-50 ?MHG for 1 h. Arrows indicate kinase-active bands. Figure S3 Genes in aromatic amino acids synthesis up- or downregulated with Hg treatment in rice roots. MapMan was used to visualize genes up- or downregulated in aromatic amino acidsynthesis. Each BIN or subBIN is represented as a block, with eachtranscript displayed as a square, colored red for upregulation or blue for downregulation. Figure S4 Time course of Hg effect on expression of genes involved in Trp systhesis. Relative mRNA expression wascalculated via the Livak method (2-DDCt). Data are presented as mean relative expression 6 SD for 3 replicate real-time reactions from 3 independent samples. Means with asterisks are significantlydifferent at P, 0.05 level. Figure S5 Effect of Trp inhibitor [5-methyltryptophan (5 MT)] treatment on 25 μM Hg-induced ROS accumulation in rice roots. Root samples pretreated or not with 100 μM 5 MT for 30 min were treated with 25 μM Hg for 0 to 3 h. Green fluorescence indicates the presence of ROS in rice roots. Figure S6 The molecular mode of action of Hg in various cellular processes and response/regulatory pathways in rice. Anoxidative burst at the place of injury generates reactive oxygen species (ROS), which can lead to induced cell death and root growth inhibition. Gene families repressed and activated by Hgare in blue (fold change #0.5) and red (fold change $2), respectively.

## Slide 1
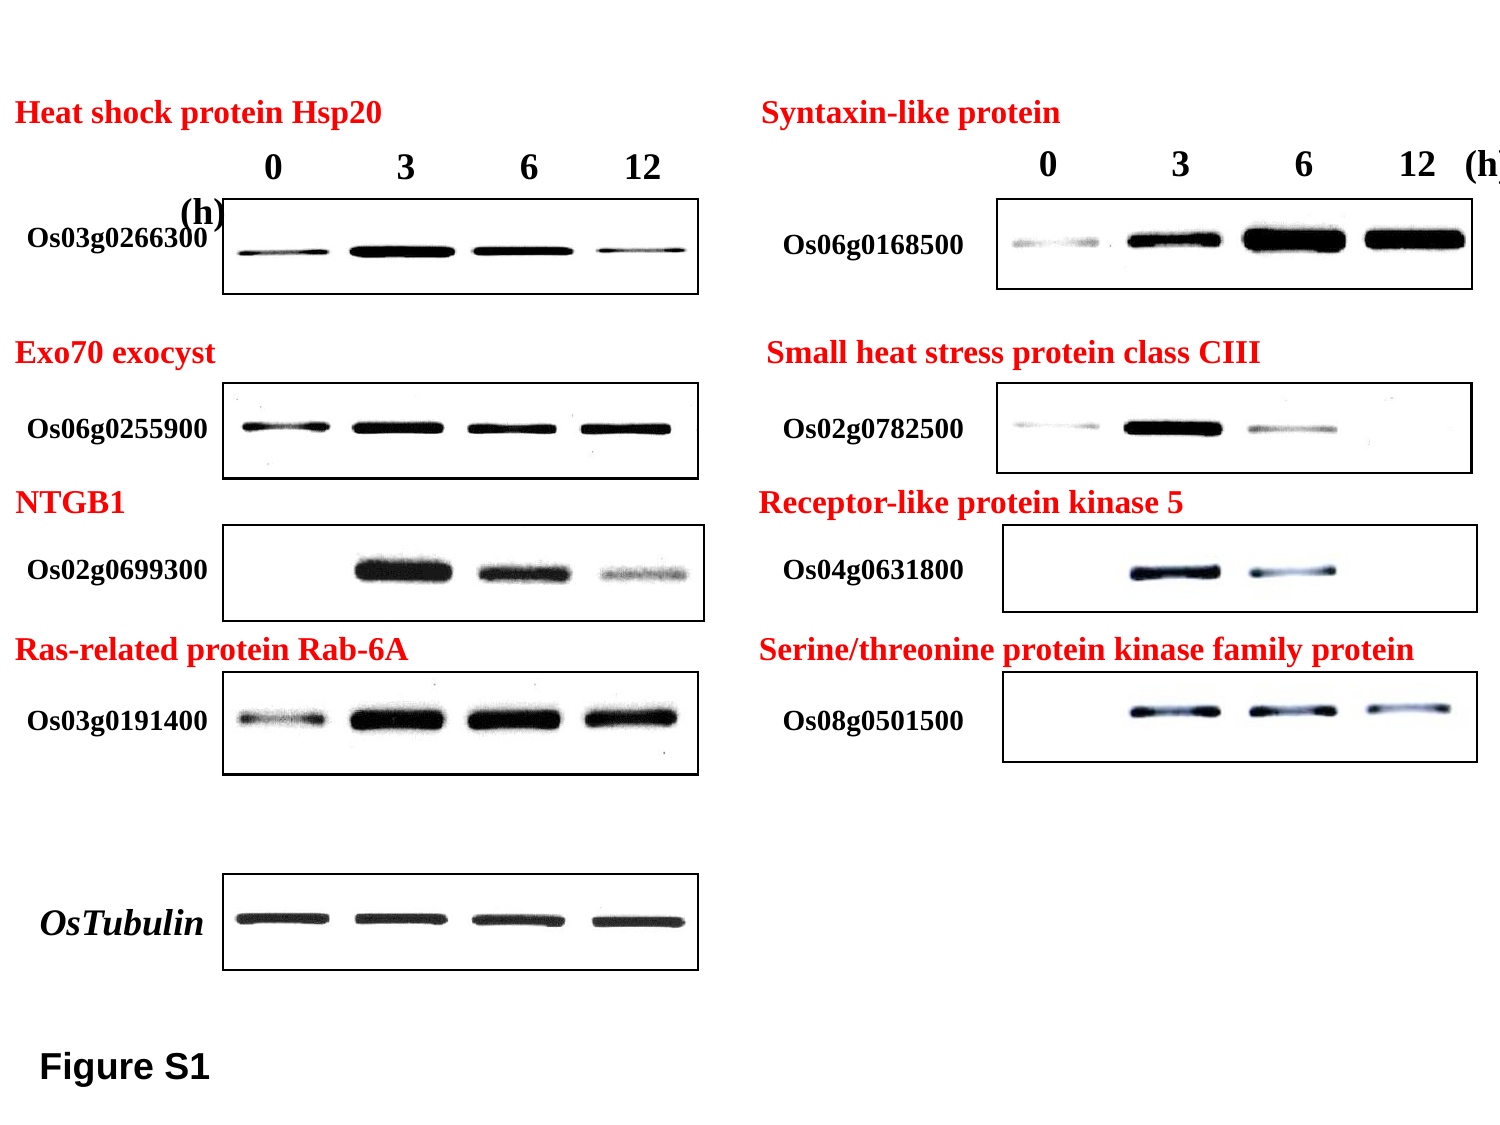

Heat shock protein Hsp20
Syntaxin-like protein
 0 3 6 12 (h)
 0 3 6 12 (h)
Os03g0266300
Os06g0168500
Exo70 exocyst
Small heat stress protein class CIII
Os06g0255900
Os02g0782500
Receptor-like protein kinase 5
NTGB1
Os02g0699300
Os04g0631800
Ras-related protein Rab-6A
Serine/threonine protein kinase family protein
Os08g0501500
Os03g0191400
OsTubulin
Figure S1

## Slide 2
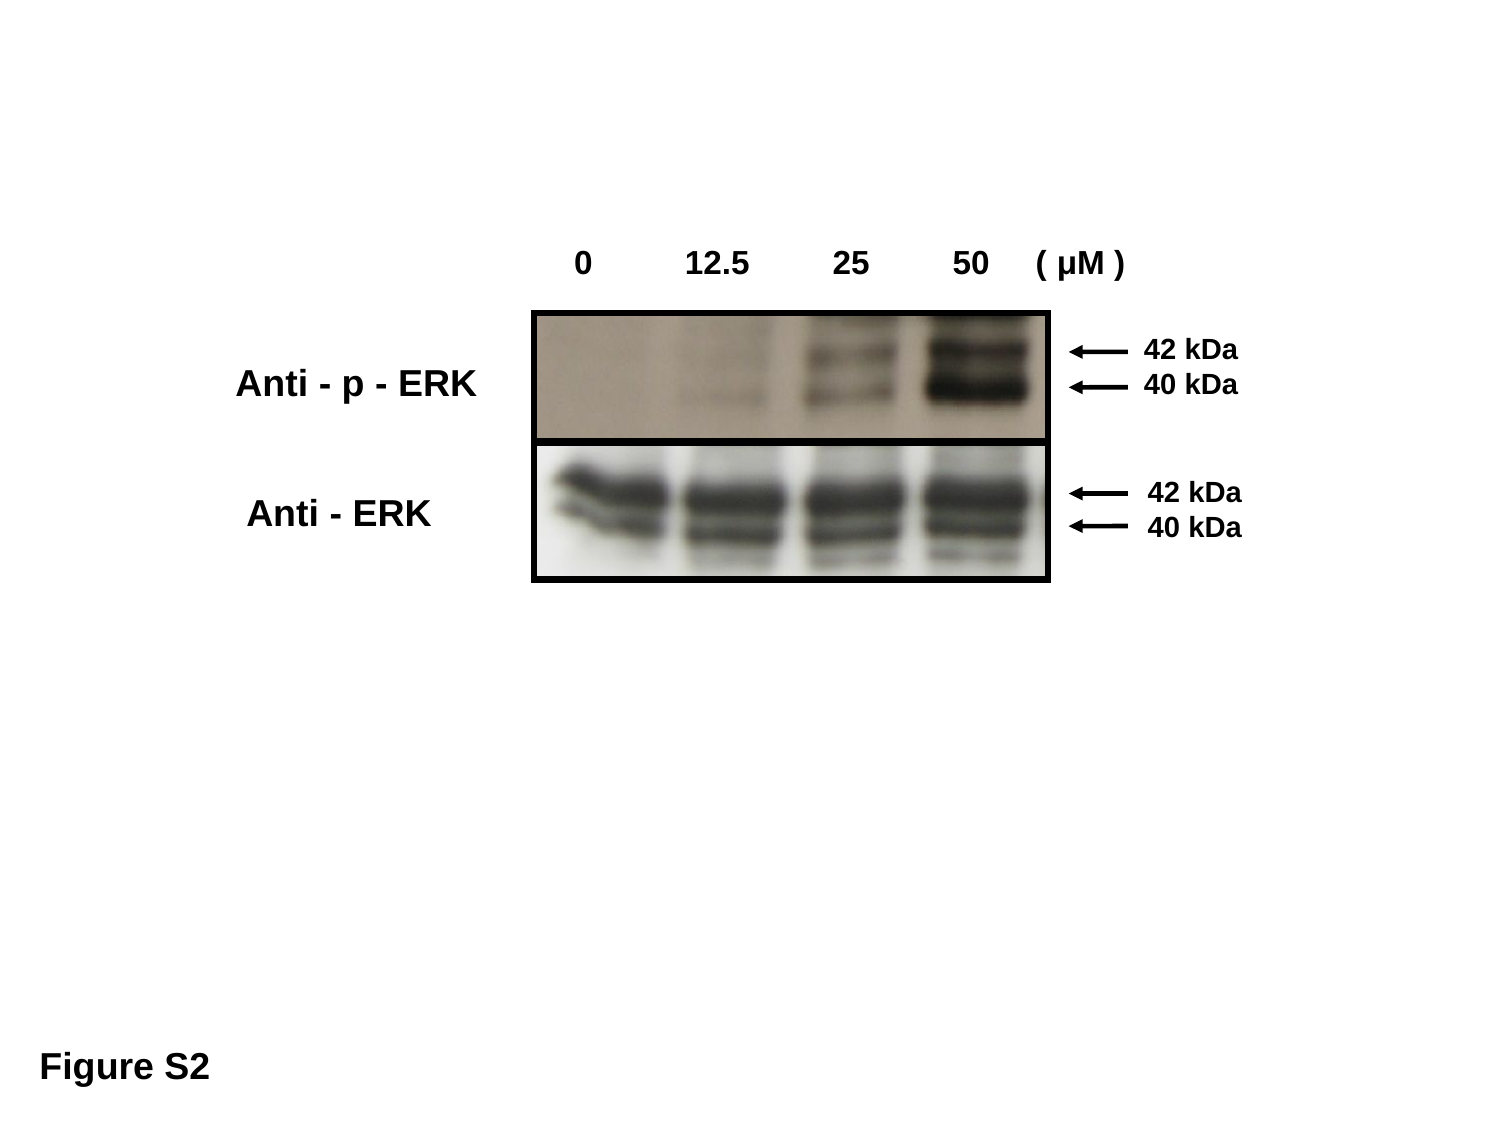

0 12.5 25 50 ( μM )
42 kDa
40 kDa
Anti - p - ERK
42 kDa
40 kDa
Anti - ERK
Figure S2

## Slide 3
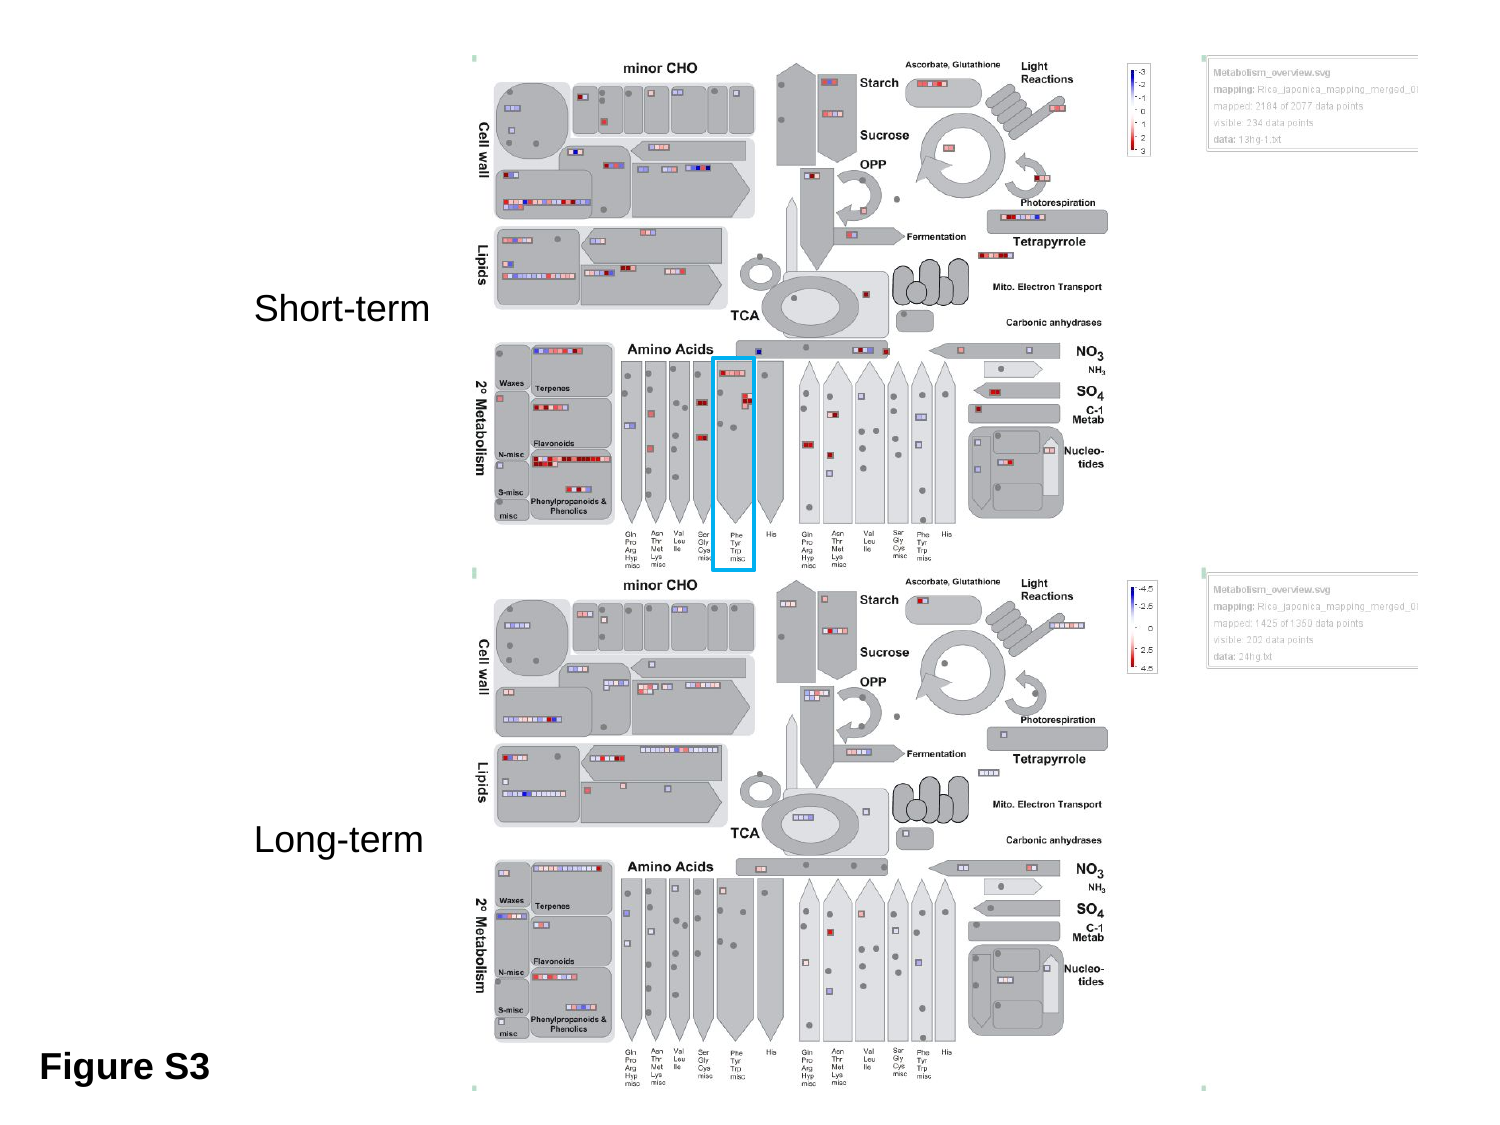

Short-term
Long-term
Figure S3

## Slide 4
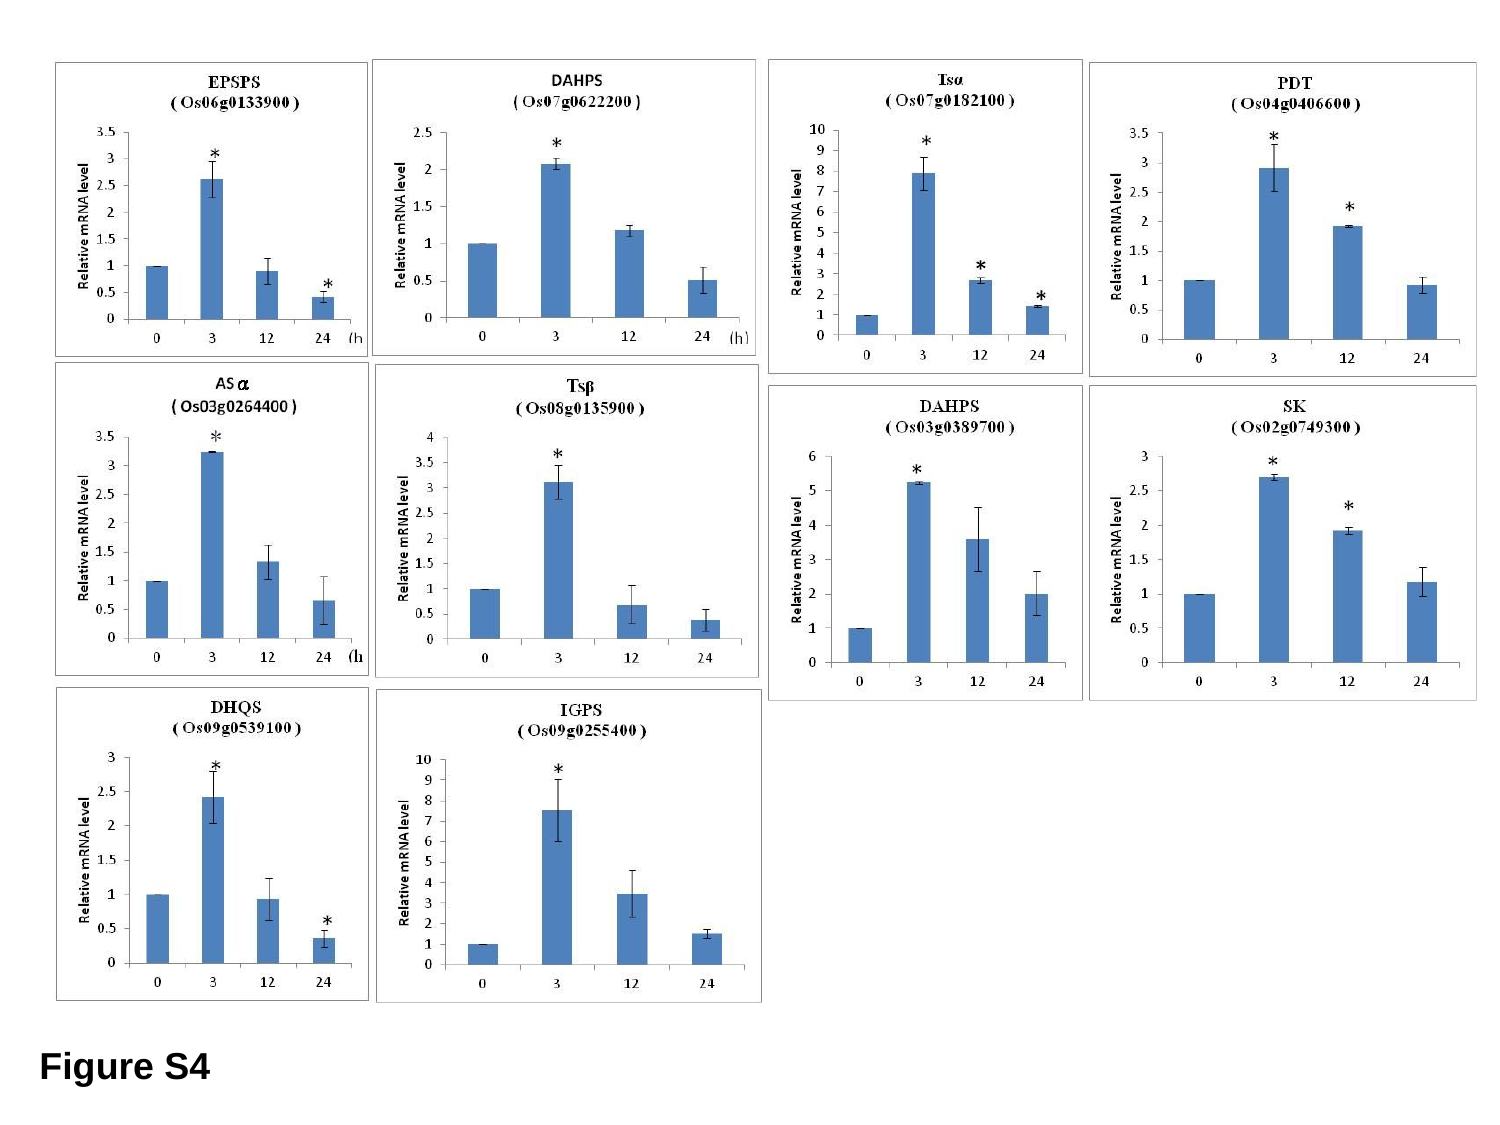

Figure S4

## Slide 5
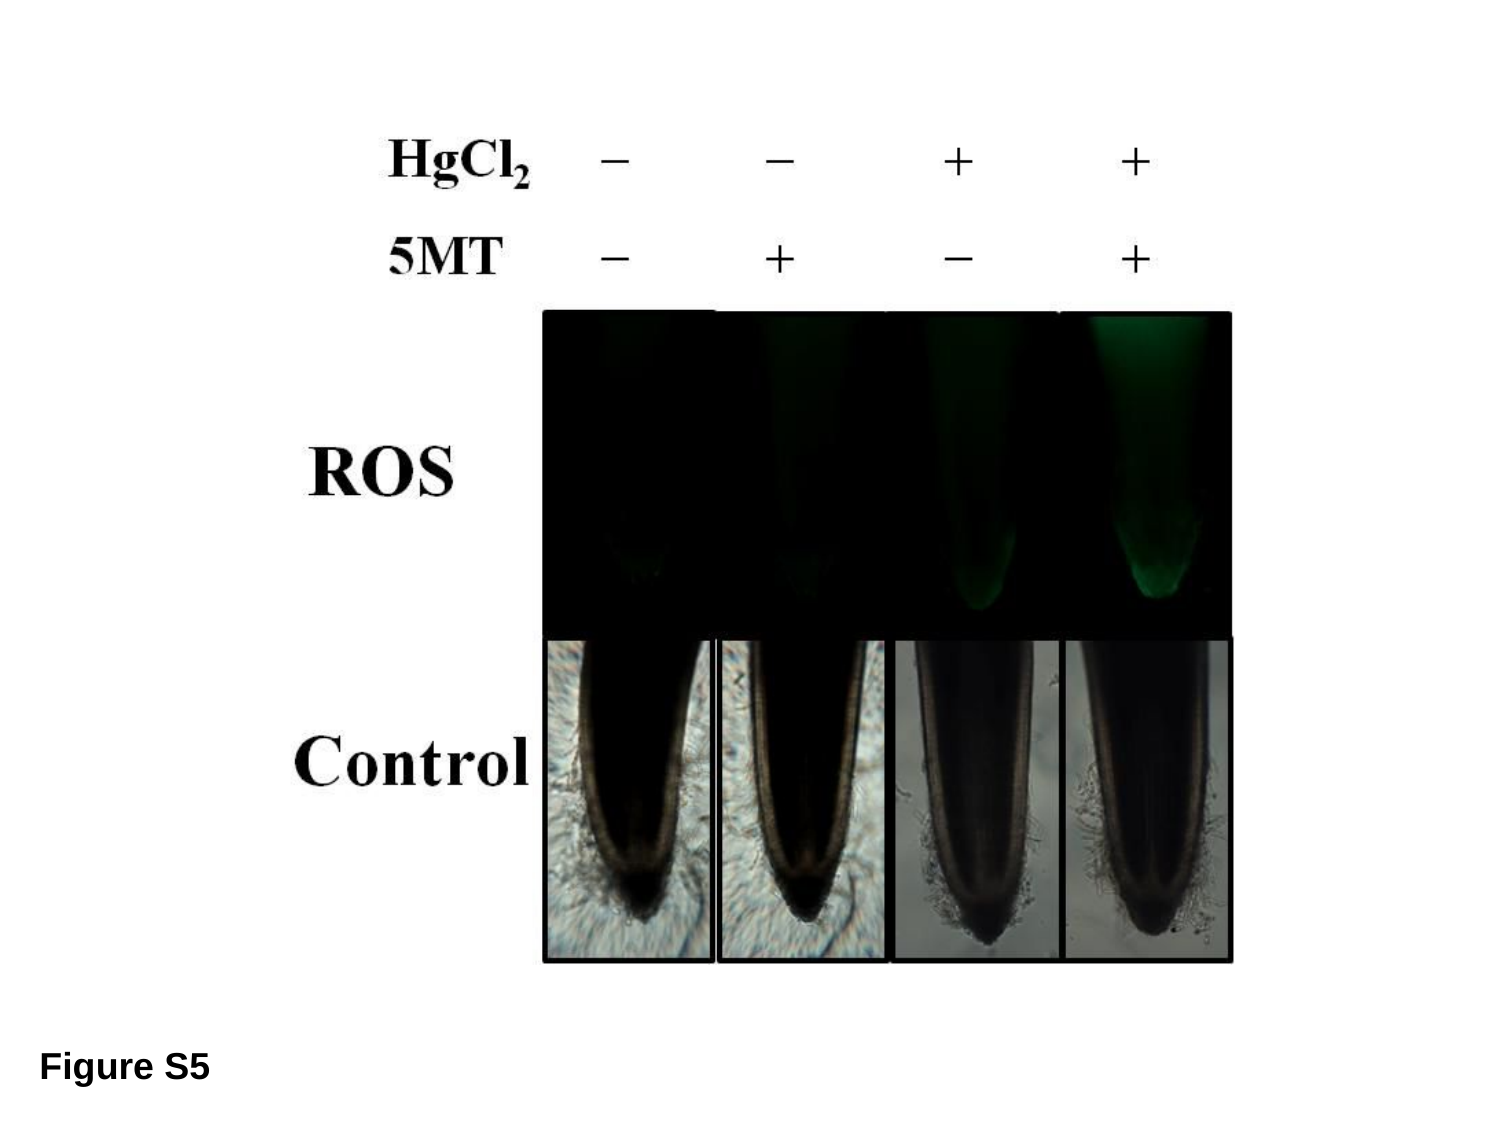

Figure S5

## Slide 6
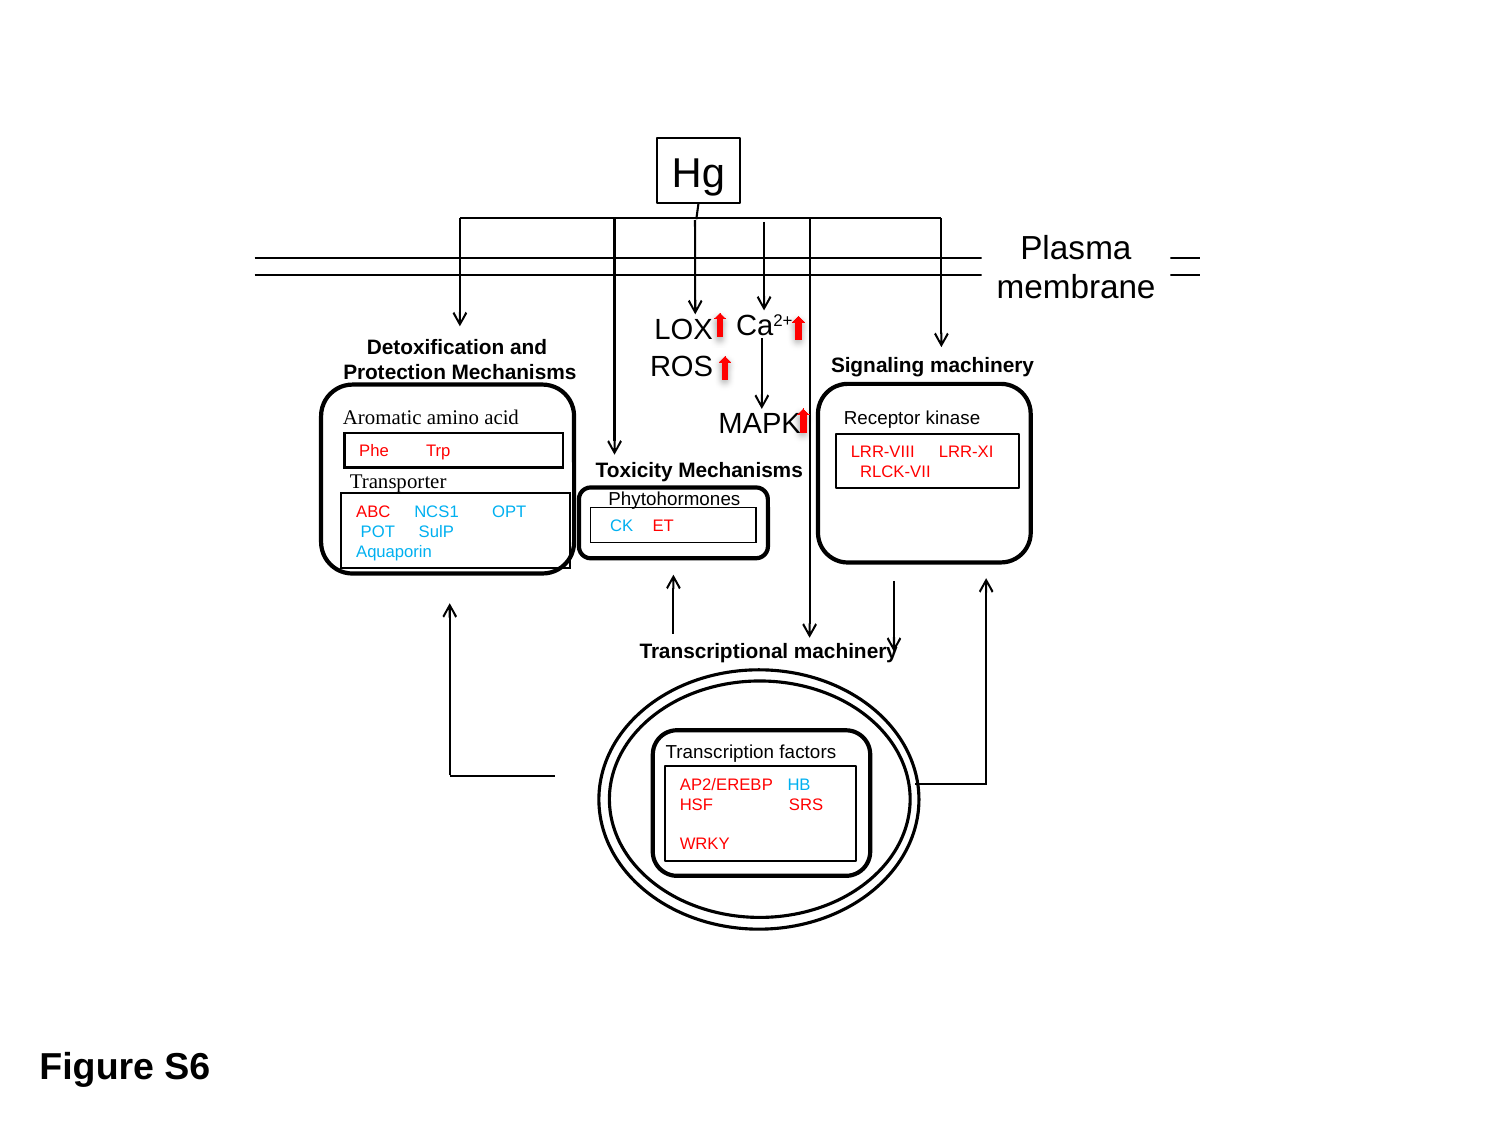

Hg
Plasma
membrane
Ca2+
LOX
Detoxification and
Protection Mechanisms
ROS
Signaling machinery
Aromatic amino acid
MAPK
Receptor kinase
Phe Trp
LRR-VIII LRR-XI RLCK-VII
Toxicity Mechanisms
Transporter
Phytohormones
ABC NCS1 OPT POT SulP Aquaporin
 CK ET
Transcriptional machinery
AP2/EREBP HB HSF SRS
WRKY
Transcription factors
Figure S6

# Supplementary material for: Transcriptome Profiling and Physiological Studies Reveal a Major Role for Aromatic Amino Acids in Mercury Stress Tolerance in Rice Seedlings
**Source:** PLoS One. 2014 May 19;9(5):e95163. doi: 10.1371/journal.pone.0095163
**Supplement:** Table S5 — Hg-responsive transcripts related to transporter genes and phytohormone-related genes.

**Table S5** Hg-responsive transcripts related to transporter genes and phytohormone-related genes

|  | |  | | Short-term Hg exposure,  1 to 3 h | | | Long-term Hg exposure,  24 h | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Functional categories | | No. of genes in rice genome | | Expression increased | | Expression decreased | Expression increased | Expression decreased |
| **Transporter** | | | | | | | | |
| **ATP-dependent** | | |  | |  |  |  |  |
| ATP-binding cassette superfamily^＊＊^ | | | 130 | | 20 | 0 | 10 | 1 |
| **Secondary transporter** | | |  | |  |  |  |  |
| Proton-dependent oligopeptide transporters^＊＊^ | | | 86 | | 5 | 2 | 2 | 8 |
| Nucleobase:Cation Symporter-1^＊^ | | | 1 | | 0 | 1 | 0 | 0 |
| Sulfate permeases^＊^ | | | 14 | | 3 | 3 | 1 | 0 |
| Oligopeptide Transporter^＊^ | | | 29 | | 0 | 3 | 0 | 2 |
| **Phytohormone** | | | | | | | | |
| Cytokinin^＊^**^＊^** | **Total** | | **54** | | **1** | **1** | **1** | **7** |
|  | Biosynthesis | | 11 | | 1 | 0 | 0 | 0 |
|  | Deactivation | | 11 | | 0 | 0 | 1 | 2 |
|  | Signaling | | 32 | | 0 | 1 | 0 | 5 |
| Ethylene^＊^**^＊^** | **Total** | | **29** | | **5** | **1** | **2** | **1** |
|  | Biosynthesis | | 13 | | 5 | 0 | 2 | 1 |
|  | Signaling | | 16 | | 0 | 1 | 0 | 0 |

Number of genes with significant differences (FDR <0.05) in transcript abundance. Transporter and phytohormone-related gene families that are overrepresented are shown with asterisks (P<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

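Roots of rice seedlings treated with Hg were compared with water-treated (control) roots on 6 Agilent 2-colour 4×44K arrays, 3 for short-term exposure (RNA pooled from 1 h and 3 h) and 3 for long-term exposure (24 h). Samples were assigned to exposures from their labels. The Hg-treated RNA was in Cy5 and the control RNA in Cy3 on every array. The arrays of an exposure are biological replicates by the paper and the labels. Whether both exposures were compared with the same control RNA is not stated.

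The authors deposited 1 scanner file per array and a table of processed values. The intensity values of each spot, as deposited, are signals that Agilent Feature Extraction measured in each channel, raw or after background subtraction, spatial detrending and dye normalization, per the file headers. The log10 ratio of Cy5 over Cy3 in the deposited files was made by the same software after its linear and lowess dye normalization within each array, per the file headers. The log2 values of the deposited table were made by the authors in steps that are not stated. They were checked against the scanner files and equal the log2 ratio of the processed signals of the same array. The paper's methods do not name the background correction or the dye normalization. The software had set the ratio to exactly 0 on 3610 to 8474 spots per array. The median signal in the Hg channel was between 207 and 309 on the short-term arrays and between 336 and 410 on the long-term arrays. The number of arrays limits the precision.

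The log10 ratios were multiplied by the log2 of 10 (3.32). Control spots and outlier spots were left out and spots of a probe averaged, which gave 42477 probes, of which 41908 name 1 of 29690 RAP loci. Probes with a processed signal under 100 in both channels on all 6 arrays were excluded after the paper's methods, 10583 in all. Genes were represented by their brightest probe. Among the 6111 genes with several probes left, the probes differed in their call for 490 genes at short-term and 401 genes at long-term exposure, and were called in opposite directions for 2 genes in each. Loci are those of the array design. The reference gene table, of another assembly, paired 0 of the 29690 loci with a name by identifier, and gene names come from the paper and its tables.

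R (version 4.3.3) with limma (3.58.1) and data.table (1.17.8) was used. A linear model with a coefficient for each exposure was fitted to the log2 ratios of all 6 arrays, so that both exposures shared an estimate of the spread (4 residual degrees of freedom, prior 2.44), and each coefficient and their difference were tested with moderated statistics. Calls required an adjusted p under 0.05 (Benjamini-Hochberg over the genes tested) and at least a 2-fold change. Gene families were taken from the supplementary tables. Fisher's exact test, one-sided, compared a family with the other genes of its table where the table was held in full and had several families with at least 3 tested genes, which holds for Tables S6 and S7. Tables S2, S4, S8 and S9 were held in part and their families only counted. Keyword sets were to be tested on descriptions from the array files, which give none, so they were matched to the descriptions of Table S2 and counted without a test. Adjusted over the list alone, the calls were the same in number as over all genes tested for the aromatic amino acid genes, the AP2 genes and Tables S6, S7, S10, S11 and S12. They were 48 in place of 47 upregulated genes at long-term exposure for Table S4, and 94 and 33 in place of 93 and 32 up- and downregulated genes at long-term exposure for the RLK genes. The aromatic amino acid genes and Table S12 were chosen by the study on these arrays, so their lists are not independent evidence.

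On simulated data, with 200 of 21843 genes changed by 1.5 on the log2 scale, limma recovered 174 genes (87%) with 3 false calls at short-term exposure and 150 (75%) with 6 false calls for the difference between exposures. The methods' t-test with the same adjustment recovered 0 of these 200, against 174 with limma. The adjustment is stricter where few genes change, as in this simulation. On the short-term arrays, limma without a fold threshold called 6034 genes up and 8933 down of 21816 tested. The simulation therefore does not give the power of the t-test on the arrays. There the methods' t-test called 1413 genes at short-term and 1724 at long-term exposure. The set test recovered the ABC family when 44 of its genes were set as upregulated in these simulated data, where few other genes changed. On the short-term arrays 29 of 88 ABC genes and 91 of the other 806 transporter genes were upregulated. The simulated contrast was thus larger and does not give the power of the set test on the arrays.

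The tests, the rule for named genes and 20 alternatives, besides leaving out each array, were chosen before the data were examined. The alternatives concern background correction and normalization, the source of the values, centring, the signal filter, the test, the thresholds, the variance prior, the probes of a gene, the slide and the replicate number as blocks, and the background of the set tests. Another 3 alternatives were added after the data had been seen. Of these, 2 join the methods' t-test with other choices and were tried with the counts of the paper known. The normexp and loess alternatives use median spot signals because the files hold no mean signals. Genes are named where the paper names them with a locus, and where they are among the 3 largest changes in each direction per exposure with all arrays changed the same way, or among the 3 largest differences in each direction between exposures. The PCR, ROS, calcium, kinase activity and amino acid measurements and the gene ontology and MapMan tests were not analysed, since no file of them or of their annotation was held.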

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

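The tests of a gene-specific dye bias, of background correction with loess, of the slide, and of the control RNA were chosen after the results were seen, and the test of lower signal on the long-term arrays before.

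A difference between the exposures was seen for 170 genes called in opposite directions, 85 upregulated at short-term and downregulated at long-term exposure and 85 the other way. Gene-specific dye bias alone would give the same sign in both exposures, as the dyes were not swapped, and cannot give opposite calls. Such a bias cancels in the difference between the exposures. Added to a response to Hg in 1 exposure it could move a ratio across 0, so its part in the opposite directions remains open. Normexp background correction and loess gave 36 such genes, 31 of them among the 170. Of the other 139, all kept their signs in both exposures, and for 68 the smaller log2 ratio was still at least 0.5 in size, so whether background correction and loess explain them remains open. The number was 12 with the methods' t-test, 28 with loess without background correction, 103 with the signal filter per exposure, 181 with no signal filter, and 151 to 187 with an array left out. Each slide holds 1 exposure, and the short-term arrays lay on 2 slides. Variation from slide to slide does not account for the differences between exposures, as the log2 ratios of short-term arrays on different slides correlated at 0.913 to 0.918 (0.912 on one slide), and those of different exposures at 0.376 to 0.500. With the slide and scan date as a random block, 4201 genes had a called difference between the exposures, against 4221 without it (consensus correlation 0.0356). The long-term arrays share 1 slide, so an effect of that slide alone remains open. Whether both exposures were compared with the same control RNA is not stated. The control channels of the arrays correlated at 0.925 to 0.951 between exposures, less than within short-term (0.965 to 0.978) and within long-term exposure (0.986 to 0.990). Different control RNA would give this, and so would an effect of the long-term slide, so a difference between control RNAs remains open. An effect of exposure time on the response to Hg remains open beside these.

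The aquaporin genes OsPIP2;5, OsNIP2;1 and OsPIP2;3 were noted because their response differed between exposures, with a long-term minus short-term log2 ratio of 3.44, 3.34 and 2.09 (limma, adjusted p = 0.00018, 0.00057 and 0.00031). The differences were 2.61, 3.37 and 2.10 with normexp and loess. OsNIP2;1 kept opposite calls there, and OsPIP2;5 did not (short-term log2 ratio -0.69). The methods' t-test did not call OsNIP2;1 in either exposure (adjusted p = 0.0513 and 0.0713). A constant dye bias of a probe cancels in the difference between exposures, although it could move a single ratio across 0. An effect of the long-term slide alone cannot be separated from the exposure.

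A lower log2 ratio at long-term exposure was also called for 10 aromatic amino acid genes. For IGPS the control channel was not well above background on any short-term array, so its short-term increase is a bound, at least 6.15-fold. This bound, 2.62 on the log2 scale, comes from normexp and loess values, where the long-term log2 ratio was lower, at 0.87. It cannot be set against the long-term ratio of 2.39 ± 1.05, which is on the scale of the software. The size of the IGPS difference is therefore not given, and the checks below concern the other 9. Gene-specific dye bias would be the same in both exposures and does not account for these 9. Lower signal on the long-term arrays does not either, as the control signal was higher there for 10 of 10 genes, the 9 included. Variation from slide to slide does not account for those of the 9 that were measured on both short-term slides. The 2 slides differed by at most 0.36 in log2 ratio for these genes, against differences between exposures of 1.22 or more in size. DHQS and ASα, with differences between exposures of -1.27 and -1.06, were not measured on both slides, so for them slide variation remains open. For ASα the difference was -0.86 without short-term replicate 2, under 2-fold. An effect of the long-term slide alone, and any difference in control RNA, remain as technical explanations that the design leaves open, and exposure time as a biological one.

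Jasmonate genes are not discussed in the paper. Of 28 tested genes that Table S7 lists under jasmonate, 17 were upregulated at short-term exposure, 10 of 18 for biosynthesis and 7 of 10 for signaling, against 31 of the other 217 genes of the table (odds ratio 9.14, exact test, adjusted p = 2.1e-06). At long-term exposure 5 were upregulated. Gene-specific dye bias would not differ between exposures, and 14 of the 28 genes had a called lower ratio at long-term exposure, with 2 higher. Background correction and loess do not account for the result, since 16 genes were called upregulated with normexp and loess. The exact test gave an adjusted p of 0.415 with the methods' t-test and 0.963 when joined with 2-fold on each array. The combinations of that t-test with any probe, chosen after the data were seen, gave an exact adjusted p of 0.546 with the signal filter per exposure and 0.507 without it. Other alternatives gave an exact adjusted p of 5.0e-09 to 0.000167, and leaving out an array 9.5e-08 to 0.000584.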

How the results depend on the processing

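The tests with normexp offset 0 and with the 2 combinations of the methods' t-test and any probe were chosen after the data were seen, and the combinations were tried with the counts of the paper known. The other tests were set before. By the processing used here, 2529 genes were up and 1763 down at short-term exposure, and 1962 up and 1315 down at long-term exposure. The response was higher at long-term exposure for 2010 genes and lower for 2211, and 1349 genes were called the same way in both exposures and 170 in opposite directions. Cell wall genes up and down were 41 and 62 at short-term and 47 and 59 at long-term exposure, and transporter genes 120 and 95, then 110 and 77. Phytohormone genes were 48 and 15, then 25 and 23, and RLK genes 131 and 58, then 93 and 32. Among 36 main results, 790 comparisons with alternatives other than leaving out an array were made, and 179 differed by over 1.5 times in a count or crossed the threshold of a test. Single genes and families gave 6648 comparisons, of which 5956 stayed the same, 169 were weaker, 59 stronger and 464 moved, and no called value changed sign.

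No main result changed in that way under 11 of the alternatives set beforehand: the deposited table, median centring, no signal filter, a filter of signals well above background, a looser false discovery rate, a trended robust prior, each exposure fitted alone, the mean of probes, any probe called, the slide and scan date as random block, and the replicate block. The 2 counts of genes with a higher or a lower response at long-term exposure were not run with each exposure fitted alone, nor with the methods' t-test alone or in combination. Over the 11, counts ran from 2396 to 2813 up and 1488 to 1933 down at short-term exposure, and from 1941 to 2321 up and 1250 to 1802 down at long-term exposure.

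Normexp background correction with loess gave 442 genes down at short-term exposure, 532 down at long-term exposure, 1140 with a higher response at long-term exposure, 675 called the same way in both exposures and 36 called in opposite directions. With normexp and loess, cell wall genes were 22 down at short-term and 29 down at long-term and transporter genes were 20 down at short-term and 30 down at long-term. Phytohormone genes were 5 down at short-term and 16 up at long-term and RLK genes were 17 down at short-term and 48 up and 7 down at long-term.

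Loess without background correction gave 402 genes down at short-term exposure, 1287 up and 491 down at long-term exposure, 1049 with a higher response at long-term exposure, 607 called the same way in both exposures and 28 called in opposite directions. With loess alone, cell wall genes were 19 down at short-term and 28 down at long-term and transporter genes were 18 down at short-term and 29 down at long-term. Phytohormone genes were 4 down at short-term and 12 up and 14 down at long-term and RLK genes were 14 down at short-term and 41 up and 5 down at long-term.

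The signal filter per exposure gave 103 genes called in opposite directions.

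The methods' t-test with adjusted p gave 918 genes up and 495 down at short-term exposure, 913 up and 811 down at long-term exposure, 229 called the same way in both exposures and 12 called in opposite directions. With that t-test, cell wall genes were 12 up and 22 down at short-term and 21 up at long-term and transporter genes were 38 up and 27 down at short-term and 54 up at long-term. Phytohormone genes were 13 up and 2 down at short-term and 16 up and 12 down at long-term and RLK genes were 40 up and 22 down at short-term and 34 up at long-term.

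The methods' t-test with unadjusted p gave 105 genes called in opposite directions.

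A 2-fold change required on each array gave 903 genes down at short-term exposure, 801 down at long-term exposure, 734 called the same way in both exposures and 56 called in opposite directions. With the 2-fold rule, cell wall genes were 41 down at short-term and 37 down at long-term and transporter genes were 46 down at short-term and 65 up and 51 down at long-term. Phytohormone genes were 7 down at short-term and 13 down at long-term and RLK genes were 30 down at short-term and 55 up and 18 down at long-term.

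No fold threshold gave 6034 genes up and 8933 down at short-term exposure, 6238 up and 7701 down at long-term exposure, 5711 with a higher response at long-term exposure, 5216 with a lower one, 7829 called the same way in both exposures and 2103 called in opposite directions. With no fold threshold, cell wall genes were 101 up and 216 down at short-term and 118 up and 186 down at long-term and transporter genes were 269 up and 365 down at short-term and 277 up and 336 down at long-term. Phytohormone genes were 81 up and 85 down at short-term and 84 up and 75 down at long-term and RLK genes were 246 up and 184 down at short-term and 242 up and 147 down at long-term.

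The methods' t-test joined with 2-fold on each array gave 845 genes up and 394 down at short-term exposure, 792 up and 608 down at long-term exposure, 194 called the same way in both exposures and 7 called in opposite directions. With this joint setting, cell wall genes were 9 up and 22 down at short-term and 18 up and 30 down at long-term and transporter genes were 34 up and 21 down at short-term and 43 up and 41 down at long-term. Phytohormone genes were 12 up and 1 down at short-term and 13 up and 11 down at long-term and RLK genes were 36 up and 15 down at short-term and 31 up and 17 down at long-term.

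Normexp with offset 0 and loess, added later, gave 739 genes down at short-term exposure, 857 down at long-term exposure and 74 called in opposite directions. With offset 0, cell wall genes were 32 down at short-term and transporter genes were 40 down at short-term and 49 down at long-term. Phytohormone genes were 8 down at short-term and RLK genes were 30 down at short-term.

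The methods' t-test joined with 2-fold on each array, signal per exposure and any probe, added later, gave 1113 genes up and 520 down at short-term exposure, 850 up and 697 down at long-term exposure, 266 called the same way in both exposures and 14 called in opposite directions. With the wider added combination, cell wall genes were 17 up and 27 down at short-term and 19 up and 37 down at long-term and transporter genes were 48 up and 24 down at short-term and 50 up and 50 down at long-term. Phytohormone genes were 15 up and 2 down at short-term and 13 up and 11 down at long-term and RLK genes were 36 up and 17 down at short-term and 33 up and 18 down at long-term.

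The methods' t-test joined with 2-fold on each array and any probe, added later, gave 986 genes up and 461 down at short-term exposure, 844 up and 704 down at long-term exposure, 241 called the same way in both exposures and 12 called in opposite directions. With the other added combination, cell wall genes were 13 up and 23 down at short-term and 19 up and 38 down at long-term and transporter genes were 41 up and 25 down at short-term and 49 up and 49 down at long-term. Phytohormone genes were 15 up and 1 down at short-term and 13 up and 11 down at long-term and RLK genes were 37 up and 18 down at short-term and 34 up and 18 down at long-term.

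The share of upregulated genes among the calls was 58.9% at short-term and 59.9% at long-term exposure by the processing used here, 82.5% and 72.5% with normexp and loess, 83.1% and 72.4% with loess alone, and 76.8% and 68.8% with offset 0. The cause of the changes was not tested here, except as described under the other observations.

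Aromatic amino acid genes up at long-term exposure were 2 of 10 by the processing used here, 5 with no fold threshold, and 1 with normexp and loess, with loess without background correction, with 2-fold on each array, and with the methods' t-test with adjusted or unadjusted p. With the methods' t-test joined with 2-fold on each array, and with either combination added later, 0 of the 10 aromatic amino acid genes were up at long-term exposure, against 1 with the methods' t-test and unadjusted p and 2 with limma. The short-term count of these genes was 10 by the processing used here, 8 with signals well above background or 2-fold on each array, 9 with the methods' t-test and unadjusted p, 7 with it and adjusted p, alone or joined with 2-fold on each array, and 10 with all others.

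Family tests varied too. For the ABC transporters at short-term exposure, the exact test gave an adjusted p of 0.105 with the methods' t-test, and 4.3e-06 to 0.0496 with the other alternatives. The cytokinin test at long-term exposure gave an exact adjusted p of 0.268 without a fold threshold, and the abscisic acid test at short-term exposure 0.0485 with all tested genes as the background. For the jasmonate test at short-term exposure, the exact adjusted p was 0.415 with the methods' t-test, 0.963 when joined with 2-fold on each array, and 0.546 and 0.507 with the wider and the other combination added later. Each cause was not tested.

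Leaving out each array in turn gave 216 comparisons, of which 3 changed. Counts ran from 2363 to 2634 up and 1516 to 1977 down at short-term exposure, and from 1745 to 2174 up and 1195 to 1534 down at long-term exposure. Higher responses at long-term exposure were 1829 to 2101 and lower ones 2042 to 2246, with 1207 to 1423 genes called the same way in both exposures and 151 to 187 in opposite directions. The cytokinin test had an exact adjusted p of 0.00316 to 0.0643, with the highest value without long-term replicate 1. The aromatic amino acid genes up at long-term exposure were 1 to 2, with 1 without long-term replicate 2 or 3. Fewer arrays were fitted in each case.

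The replicate block gave 2517 genes up and 1761 down at short-term exposure, 1947 and 1311 at long-term exposure, 1932 with a higher and 2156 with a lower response at long-term exposure, 1330 called the same way in both exposures and 166 in opposite directions. Arrays that share a replicate number did not deviate together (r = -0.23, 0.016 and -0.18), so the numbers do not pair them, and no other call of a main result changed.

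Signal over background limits the size of some ratios. Of the upregulated genes, 197 (7.79%) at short-term and 183 (9.33%) at long-term exposure had a channel that was not well above background, and of the downregulated genes 83 (4.71%) and 61 (4.64%).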

Differences from the paper's values

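The tests with offset 0 and with combinations A and B were chosen after the results were seen, the others before the data were examined. Combination A joins the methods' t-test with 2-fold on each array, the signal filter per exposure and any probe, combination B leaves out that filter, and both were tried with the paper's counts known. Among 33 values of the text, 24 differed from the paper's, and among 49 gene means of the supplement, 5 differed and 39 were equal within 0.001. A count differed where one value was over 1.5 times the other, and a log2 ratio where the signs differed or the gap was over the larger SD of the 3 arrays, here or in the paper. Values that did not differ in this way are called within range. Alternatives not named beside a value did not bring it within range of the paper's.

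Hg-responsive genes at short-term exposure were 1821 in the paper and 4292 here, and came within range at 2527 with normexp and loess, 2374 with loess alone, 1413 with the methods' t-test and 1239 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 1633 with combination A and 1447 with combination B. Hg-responsive genes at long-term exposure were 1482 in the paper and 3277 here, and came within range at 1934 with normexp and loess, 1778 with loess alone, 1724 with the methods' t-test, 2129 with 2-fold on each array and 1400 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 1547 with combination A and 1548 with combination B. Upregulated genes at short-term exposure were 1263 in the paper and 2529 here, and came within range at 918 with the methods' t-test, 1856 with 2-fold on each array and 845 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 1113 with combination A and 986 with combination B. Upregulated genes at long-term exposure were 821 in the paper and 1962 here, and came within range at 913 with the methods' t-test and 792 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 850 with combination A and 844 with combination B.

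Cell wall genes upregulated at short-term exposure were 19 in the paper and 41 here, and came within range under none of the alternatives set beforehand, and, chosen after seeing the values, at 17 with combination A and 13 with combination B. Cell wall genes upregulated at long-term exposure were 19 in the paper and 47 here, and came within range at 21 with the methods' t-test and 18 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 19 with combination A and 19 with combination B. Cell wall genes downregulated at short-term exposure were 24 in the paper and 62 here, and came within range at 22 with normexp and loess, 19 with loess alone, 22 with the methods' t-test and 22 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 32 with offset 0, 27 with combination A and 23 with combination B. Cell wall genes downregulated at long-term exposure were 32 in the paper and 59 here, and came within range at 29 with normexp and loess, 28 with loess alone, 42 with the methods' t-test, 37 with 2-fold on each array and 30 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 42 with offset 0, 37 with combination A and 38 with combination B.

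Transporter genes upregulated at short-term exposure were 78 in the paper and 120 here, and came within range at 106 with normexp and loess, 101 with loess alone, 106 with signals well above background, 116 with the signal filter per exposure, 86 with 2-fold on each array, and with the methods' t-test and unadjusted p. Transporter genes upregulated at long-term exposure were 56 in the paper and 110 here, and came within range at 80 with loess alone, 54 with the methods' t-test, 65 with 2-fold on each array and 43 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 50 with combination A and 49 with combination B. Transporter genes downregulated at short-term exposure were 25 in the paper and 95 here, and came within range at 20 with normexp and loess, 18 with loess alone, 27 with the methods' t-test and 21 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 24 with combination A and 25 with combination B. Transporter genes downregulated at long-term exposure were 48 in the paper and 77 here, and came within range at 54 with the methods' t-test, 51 with 2-fold on each array, 41 with the t-test joined with 2-fold on each array, 70 without long-term replicate 2 and 68 without long-term replicate 3, and, chosen after seeing the values, at 49 with offset 0, 50 with combination A and 49 with combination B. Secondary transporter genes downregulated in either exposure were 54 in the paper and 115 here, and came within range at 58 with the methods' t-test, 67 with 2-fold on each array and 42 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 66 with offset 0, 53 with combination A and 52 with combination B.

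Phytohormone genes upregulated at short-term exposure were 19 in the paper and 48 here, and came within range at 13 with the methods' t-test, and, chosen after seeing the values, at 15 with combination A and 15 with combination B. Phytohormone genes upregulated at long-term exposure were 12 in the paper and 25 here, and came within range at 16 with normexp and loess, 12 with loess alone, 16 with the methods' t-test, 18 with 2-fold on each array and 13 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 13 with combination A and 13 with combination B. Phytohormone genes downregulated at short-term exposure were 2 in the paper and 15 here, and came within range at 2 with the methods' t-test, and, chosen after seeing the values, at 2 with combination A. Phytohormone genes downregulated at long-term exposure were 12 in the paper and 23 here, and came within range at 16 with normexp and loess, 14 with loess alone, 12 with the methods' t-test, 13 with 2-fold on each array and 11 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 11 with combination A and 11 with combination B.

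RLK genes upregulated at short-term exposure were 48 in the paper and 131 here, and came within range at 40 with the methods' t-test and 36 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 36 with combination A and 37 with combination B. Protein kinase genes upregulated at short-term exposure were 48 in the paper and 149 here, and came within range at 46 with the methods' t-test and 41 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 45 with combination A and 44 with combination B. Protein kinase genes upregulated at long-term exposure were 29 in the paper and 99 here, and came within range at 36 with the methods' t-test and 32 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 34 with combination A and 35 with combination B. Protein kinase genes upregulated in either exposure were 87 in the paper and 195 here, and came within range at 127 with loess alone, 77 with the methods' t-test and 69 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 76 with combination A and 74 with combination B. Protein kinase genes downregulated in either exposure were 50 in the paper and 89 here, and came within range at 48 with the methods' t-test, 49 with 2-fold on each array and 35 with the t-test joined with 2-fold on each array, and, chosen after seeing the values, at 48 with offset 0, 39 with combination A and 40 with combination B. MAPKKK genes upregulated in either exposure were 5 in the paper and 15 here, and came within range at 4 with the methods' t-test. MAPKK genes upregulated in either exposure numbered 1 in the paper and 2 here, and came within range at 1 with normexp and loess, 1 with loess alone, 1 with the methods' t-test, 1 with the methods' t-test and unadjusted p, 1 with 2-fold on each array, 1 with the t-test joined with 2-fold on each array and 1 without short-term replicate 3, and, chosen after seeing the values, at 1 with combination A and 1 with combination B. The paper's results give 48 and 29 as protein kinases, and its discussion gives 48 as RLK genes.

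ASα (Os03g0264400) had a log2 ratio of 2.22 at short-term exposure in the paper and 1.42 here, and came within range under no alternative. OsACS2 (Os04g0578000) had a log2 ratio of -0.23 at long-term exposure in the paper and 0.28 here, and came within range under none of the alternatives set beforehand, and, chosen after seeing the values, at -0.23 with combination A and -0.23 with combination B. Os03g0266300 had a log2 ratio of 4.46 at short-term exposure in the paper and 0.75 here, and came within range at 4.41 with any probe, and, chosen after seeing the values, at 4.43 with combination A and 4.43 with combination B. Os03g0266300 had a log2 ratio of 3.07 at long-term exposure in the paper and 0.66 here, and came within range at 2.74 with the mean of probes and 3.03 with any probe, and, chosen after seeing the values, at 3.03 with combination A and 3.03 with combination B. Os02g0782500 had a log2 ratio of 3.19 at short-term exposure in the paper and 2.27 here, and came within range at 2.73 with the mean of probes. Another probe of the gene gave the paper's value for ASα (2.22), for Os02g0782500 (3.19) and for OsACS2 at long-term exposure (-0.23). The same held for Os03g0266300, with 4.46 at short-term and 3.07 at long-term exposure, each from a different probe.

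The following statements of the paper differ from the result here, in whole or in part. The paper calls the H+-PPase family regulated at long-term exposure among the upregulated transporters, and the exact test here gave an adjusted p of 1, with 0.779 to 1 over the alternatives. The unadjusted exact p was 0.602, and 0.483 with all tested genes as the background. The paper's tables mark overrepresented families at P under 0.05, without naming an adjustment. It names SulP and OPT as predominant among the transporter genes downregulated at short-term exposure, and POT at long-term exposure. At that threshold SulP passed here with an unadjusted exact p of 0.0403, while OPT had 0.0966 and POT 0.0625. The NCS2 and auxin efflux carrier families had the same unadjusted exact p as SulP, and the TDT and DASS families 0.0099 each. With all tested genes as the background, the exact tests of SulP, OPT and POT gave unadjusted p of 0.0168, 0.0432 and 0.0107. After adjustment over the families none of these 3 passed (exact test, adjusted p = 0.363, 0.657 and 1, with 0.151 to 1, 0.176 to 1 and 0.480 to 1 over the alternatives). The paper has ethylene genes upregulated as a group at short-term exposure, and its Table S5 marks ethylene as overrepresented. The exact test here gave an unadjusted p of 0.320, and 0.0517 with all tested genes as the background. Its adjusted p was 0.747, with 0.121 to 0.997 over the alternatives. OsACO1, which the paper calls upregulated at short-term exposure, was below the signal filter here. It was called by limma with no signal filter, but its control channel was well above background on none of the 6 arrays, so no ratio is given. The paper has the SRS family regulated at long-term exposure alone, which was not tested here as a family. SRS3 was upregulated here at short-term exposure too, although not with the methods' t-test (adjusted p = 0.0714). SRS1 was as well, as in the paper's own Table S2, although not with the methods' t-test here (adjusted p = 0.0526). The paper has the aquaporin genes OsPIP2;5 and OsNIP2;1 repressed, without naming the exposure, and both were upregulated here at long-term exposure, as in the values of its Table S11.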

Other observations

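The tests of the normexp offset and of the tubulin gene below were chosen after the results were seen, and those of other groupings of the arrays, of the shift and of dim probes before.

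Reversing the sign of arrays gives 4 arrangements for each exposure, and exchanging arrays between exposures gives 10 splits. Only the real arrangement, 1 of 4 at short-term and 1 of 4 at long-term exposure, and 1 of 10 for the difference, gave as many called genes as observed. With so few arrangements this comparison cannot reach the usual threshold, so by itself it cannot exclude chance.

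Normexp background correction with loess lost 1325 of the 1763 genes downregulated at short-term exposure. A shift of all ratios by loess does not account for it, as adding back the median shift of each array called 20.5% of them (271) again. The normexp offset does not either, as offset 0 called 22.2% (294). Dim probes fit: 94.5% (837 of 886) were lost among the dimmest genes, 63.2% (359 of 568) in the middle and 41.7% (129 of 309) among the brightest. The median log2 ratio of the downregulated genes changed from -1.32 to -0.55 among the dimmest and from -1.22 to -1.06 among the brightest. Upregulated genes were lost in 42.5%, 4.86% and 1.56% of cases.

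The α-tubulin gene used as the PCR reference (Os03g0726100) had a log2 ratio of -0.96 ± 0.23 (SD, n = 3 arrays; limma, adjusted p = 0.00064) at short-term and -0.47 (limma, adjusted p = 0.0133) at long-term exposure, and -0.82 and -0.19 with normexp and loess. An offset of the whole array does not account for it, as the short-term mean was -0.83 (SD 0.22) after the median of each array was subtracted. Probe choice does not either, as 7 of 7 probes had a negative short-term mean. Gene-specific dye bias remains open, as the dyes were not swapped and the ratio was negative in both exposures. The difference between the exposures was not called (0.48; limma, adjusted p = 0.0521). The PCR measurements were not analysed.

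For Os03g0266300 the brightest probe had a log2 ratio of 0.75 at short-term and 0.66 at long-term exposure, and the other 8 probes 3.43 to 4.53 and 2.82 to 3.07.

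Some of the largest changes rest on a channel that was well above background on few arrays. Os03g0267000, a heat shock protein of 18.0 kDa by its description, had log2 ratios of 7.13 at short-term and 6.77 at long-term exposure (control channel well above background on 3 and 1 of 3 arrays). Os09g0368200, a polyamine oxidase precursor, had 6.63 at short-term exposure (control on 1 of 3 arrays) and -0.95 at long-term exposure (Hg channel on 1 of 3), a difference of -7.58 (limma, adjusted p = 0.00029). Os09g0555800 had 4.68 (control on 1 of 3) and -2.32 (Hg channel on 1 of 3), a difference of -7.00 (limma, adjusted p = 0.00093). Os12g0555100 had a difference of 6.72 (limma, adjusted p = 0.0136), with a long-term SD of 3.34 and the Hg channel on 1 of 3 arrays at short-term exposure.

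Among the largest decreases were Os01g0827700 (-3.70, Hg channel on 1 of 3 arrays), Os11g0687000 (-3.66, Hg channel on 1 of 3) and Os09g0414900 (-3.42) at short-term exposure, and Os09g0414900 (-3.94) and Os10g0452900 (-4.26) at long-term exposure. Where a channel was not well above background on any array, only bounds can be given. At short-term exposure Os12g0283400 was at least 7.98-fold, Os07g0526600 at least 4.76-fold and Os03g0693900 at least 2.36-fold higher with Hg. At long-term exposure Os01g0326300 was at least 10.6-fold, Os03g0693900 at least 8.83-fold, Os05g0226900 at least 3.41-fold and Os08g0189500 at least 3.27-fold higher, and Os01g0814100 at least 2.50-fold and Os12g0106500 at least 2.32-fold lower.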
